# Non-enzymatic role of SOD1 in intestinal stem cell growth

**DOI:** 10.1038/s41419-022-05267-w

**Published:** 2022-10-20

**Authors:** Ying-Chao Wang, Xiao-Xu Leng, Cheng-Bei Zhou, Shi-Yuan Lu, Chi Kwan Tsang, Jie Xu, Ming-Ming Zhang, Hui-Min Chen, Jing-Yuan Fang

**Keywords:** Intestinal stem cells, Cancer prevention, Extracellular signalling molecules, Growth factor signalling, Apoptosis

## Abstract

Superoxide dismutase 1 (SOD1) modulates intestinal barrier integrity and intestinal homeostasis as an antioxidant enzyme. Intestinal homeostasis is maintained by the intestinal stem cells (ISCs). However, whether and how SOD1 regulates ISCs is unknown. In this study, we established intestinal organoids from tamoxifen–inducible intestinal epithelial cell–specific *Sod1* knockout (*Sod1*^*f/f*^*; Vil-creERT2*) mice. We found that loss of *Sod1* in organoids suppressed the proliferation and survival of cells and *Lgr5* gene expression. SOD1 is known for nearly half a century for its canonical role as an antioxidant enzyme. We identified its enzyme-independent function in ISC: inhibition of SOD1 enzymatic activity had no impact on organoid growth, and enzymatically inactive *Sod1* mutants could completely rescue the growth defects of *Sod1* deficient organoids, suggesting that SOD1-mediated ISC growth is independent of its enzymatic activity. Moreover, *Sod1* deficiency did not affect the ROS levels of the organoid, but induced the elevated WNT signaling and excessive Paneth cell differentiation, which mediates the occurrence of growth defects in *Sod1* deficient organoids. In vivo, epithelial *Sod1* loss induced a higher incidence of apoptosis in the stem cell regions and increased Paneth cell numbers, accompanied by enhanced expression of EGFR ligand Epiregulin (EREG) in the stromal tissue, which may compensate for *Sod1* loss and maintain intestinal structure in vivo. Totally, our results show a novel enzyme-independent function of SOD1 in ISC growth under homeostasis.

## Introduction

Intestinal stem cell (ISC) populations are crucial for intestinal homeostasis by undergoing either self-renewing or differentiation divisions. Cells in different locations in the crypt can act as ISCs in the mouse intestine.

Crypt base columnar cells (CBCs) which are named because of their elongated/columnar appearance, reside at the bottom of the crypts, intermingled with the Paneth cells. CBCs are rapidly cycling and show characteristic expression of *Lgr5* [1]) and *Olfm4* [2]. The CBCs form rapidly proliferating transit-amplifying (TA) progenitors that differentiate downwards into Paneth cells at the crypt base, and upwards along the crypt-villus axis into enterocytes, goblet cells and enteroendocrine cells, which undergo apoptosis at the tips of the villi. Under normal conditions, continuous exposure to food and bacteria leads to enhanced apoptosis and removal of mucosal cells. The CBCs are responsible for replenishment of lost epithelial cell populations [1]. Another stem cell pool is present above the Paneth cells at position +4 relative to the base of the crypt. However, there is no consensus regarding their cycling dynamics and sensitivity to irradiation. Numerous reports have showed that +4 ISCs are slow-cycling, radioresistant, and are marked by the expression of *Bmi1*, *mTert*, and *Hopx* [3–5]. Under homeostatic conditions, quiescent *Bmi1*^+^ ISCs are slow-cycling. Upon intestinal injury or ablation of *Lgr5*, the quiescent *Bmi1* or *Hopx*-expressing cells can enter a rapidly cycling state to replenish the *Lgr5*^+^ ISCs as the reserve stem cell pool [5, 6]. Potten et al., however, proposed that the position +4 harbors fast-cycling and radiosensitive ISCs based on lineage-tracing data. A dose of irradiation as low as 1 Gy is sufficient to eliminate all Potten’s +4 cells [7, 8] comprising both *Lgr5*-positive and *Lgr5*-negative cells [1, 9]. The radiosensitivity of +4 populations is a protective mechanism preventing the transmission of irradiation-induced damaged DNA to progenitors [10]. The radiosensitive +4 cells are distinct from active CBCs or quiescent +4 populations which have a low sensitivity to irradiation [3, 11, 12]. Once the radiosensitive +4 cells are eliminated, the neighboring proliferative progenitors, including CBCs, will efficiently replace them and assume their functions [9, 13].

Paneth cells are the only differentiated cells at the bottom of the crypt and protect the intestinal barrier by secreting antimicrobial granules containing defensin, cryptdins and lysozyme (LYZ) [14]. Besides the antimicrobial function, Paneth cells act as a critical component of the ISCs niche by secreting essential signals such as EGF, R-spondin1 (RSPO1), and WNT3a [15, 16]. Paneth cell-derived WNT signaling not only supports ISC growth [17, 18] but also functions as a differentiation signal for Paneth cells and drives Paneth cell maturation and differentiation. In the absence of WNT signals, Paneth cells exhibit improper localization and fail to undergo morphological maturation [19]. Upon activation of WNT signaling, β-catenin/TCF4 complex activates the transcription of Paneth cells markers and promotes ISCs differentiation towards the Paneth cell lineage [19, 20]. The ISCs growth and differentiation should be tightly regulated to keep homeostasis. Although multiple signaling pathways were involved in ISCs regulation [21], their exact mechanisms remain unclear.

The Superoxide dismutase (SOD) family of antioxidant enzymes consist of SOD1 (Cu/Zn superoxide dismutase, Cu/Zn-SOD), SOD2 (manganese superoxide dismutase, Mn-SOD), and SOD3 (extracellular superoxide dismutase, EC-SOD). SOD1 is distributed in the cytosol, nucleus, peroxisomes, and mitochondrial intermembrane space [22]. Its canonical function is as antioxidant enzymes sustaining redox balance by catalyzing the rapid conversion of the superoxide anion into molecular oxygen and hydrogen peroxide [23]. On the other hand, SOD1 also exerts an enzyme-independent function, such as the regulation of the genes expression as a transcriptional factor [24–27], and the regulation of ribosome biogenesis driving KRAS-driven lung tumorigenesis [28]. It is known that SOD1 is closely associated with epithelial barrier integrity. *Sod1* deficiency or mutation causes redox imbalance which leads to disruption of intestinal tight junction in vivo [29, 30]. *Sod1* overexpression significantly reduces intestinal damage induced by intestinal ischemia/reperfusion [31–33]. Given the critical role of ISCs in keeping the intestinal barrier integrity, we investigated the possible function of SOD1 in the proliferation and survival of ISC. We provided the first evidence that SOD1 promotes the ISC growth via suppressing WNT signaling and upregulating EREG expression, which is independent of SOD1 enzyme activity.

## Results

### SOD1 promotes organoid proliferation and survival

To elucidate SOD1 function in ISCs, we established 3D intestinal organoid cultures with freshly isolated crypts from tamoxifen–inducible intestinal epithelial cell (IEC)–specific *Sod1* knockout mice (*Sod1*^*f/f*^*; Vil-creERT2*) (Fig. 1A, B). After treating the cultures with tamoxifen, SOD1 expression in organoids was time-dependently inhibited and deleted completely on day 3 (Fig. 1C), accompanying by a time-dependent increase of the percentage of dead organoid, which was determined based on the absence of a defined edge, no light bud, overall dark appearance, and very small size (Fig. 1D). To evaluate the function of SOD1 in the organoid growth, we detected the proliferation and survival of organoids after 5 days of tamoxifen treatment. Western blot showed that SOD1 expression was completely blocked on day 5 (Fig. 1E). *Sod1*^*ΔIEC*^ organoids exhibited reduced Edu-positive cells (Fig. 1F) and decreased budding number per organoid (Fig. 1G, H), suggesting that *Sod1* loss inhibits the proliferation of organoids. Compared to control group which had higher percentage of “healthy” organoids which exhibited clean and light appearance, tightly packed cells and integral epithelia, *Sod1*-deficient group had a higher percentage of “dead” organoids and “poor” organoids which displayed more loosely packed cells, fewer light buds, overall dark appearance, and smaller size (Fig. 1G, I). Moreover, *Sod1* loss increased propidium iodide (PI)-positive cells in the epithelial layer of the organoids (Fig. S1A, B), and promoted fluorescent signals of active caspase-3, caspase-8 and caspase-9 in organoids (Fig. 1J), indicating that *Sod1* deletion inhibits the survival of organoids and promotes its apoptosis. qPCR analysis showed that the loss of *Sod1* significantly reduced the mRNA expression level of the ISC marker *Lgr5* (Fig. 1K). To further confirm the role of SOD1 in organoid growth, *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* mice were intraperitoneally injected with tamoxifen, and crypts were isolated for organoid culture after 4 weeks post 5 consecutive tamoxifen injection. *Sod1*-deficient crypt was cultured under standard conditions and almost completely dead 2 days after seeding (Fig. 1L). Thus, SOD1 is indispensable for organoid proliferation and survival.

**Fig. 1:**
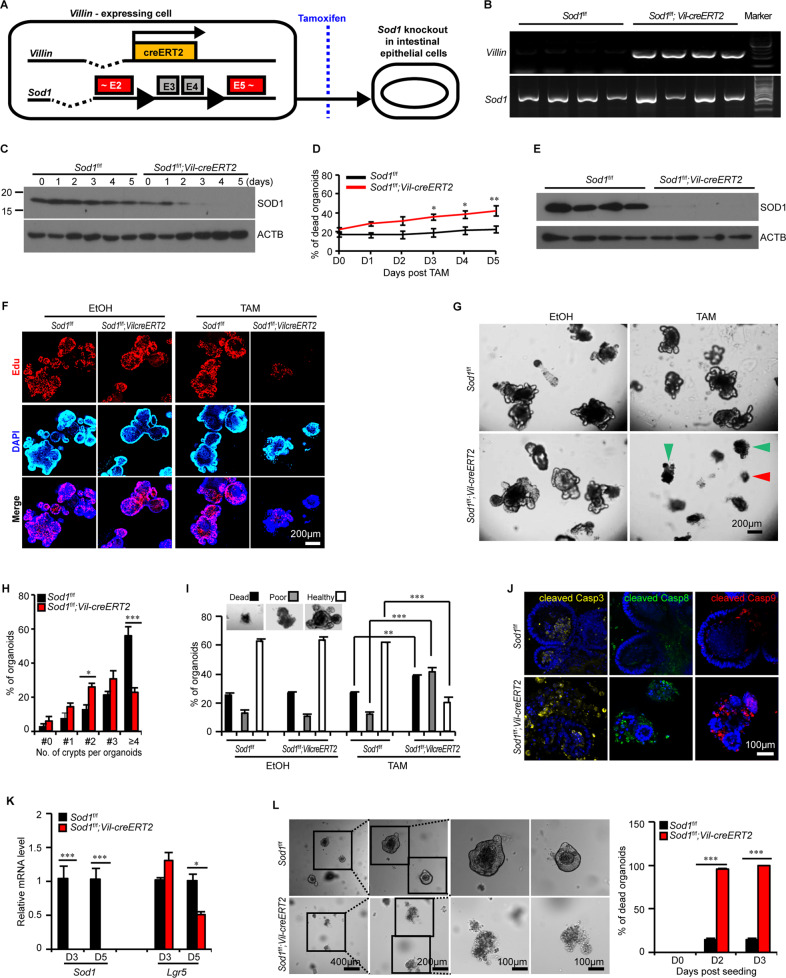
*Sod1* loss suppresses organoid proliferation and survival. **A** Experimental scheme for generation of *Sod1*^*f/f*^*; Vil-creERT2* mice. **B** Genotyping using PCR. **C** Western blot analysis of SOD1 protein in organoids from day 0 to day 5 after tamoxifen treatment. *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* organoids were treated with 2 μg ml^−1^ tamoxifen on day 0 (2 days after seeding) and analyzed for SOD1 expression from day 0 to day 5 (*n* = 4 mice per genotype). **D** Quantification of the percentage of dead organoids from day 0 to day 5 following tamoxifen treatment. TAM, tamoxifen. Data represent mean ± standard error of the mean (SEM), *n* = 6 wells per mouse; *n* = 4 mice per genotype. **E** Western blot analysis of SOD1 protein in organoids after 5 days of tamoxifen treatment (*n* = 4 mice per genotype). **F** Confocal images (nuclear staining, blue; and EdU staining, red) of Edu incorporation (1 h) in organoids after 5 days of tamoxifen or ethanol-only vehicle control treatment. Tamoxifen was dissolved in ethanol. EtOH, ethanol. **G** Brightfield images of organoids after 5 days of tamoxifen or ethanol-only vehicle controls treatment. Green arrowhead indicates “poor” organoids, and red arrowhead indicates dead organoids. **H** Percentage of organoids with 0, 1, 2, 3, or ≥4 crypts formed after 5 days of tamoxifen treatment. Data represent mean ± SEM; *n* = 6 wells per mouse; *n* = 4 mice per genotype; number of organoids counted: *n* = 504 (*Sod1*^*f/f*^), *n* = 557 (*Sod1*^*f/f*^*;Vil-creERT2*) organoids per group; one of three experiments. **I** Percentage of dead, poor, and healthy organoids analyzed after 5 days of tamoxifen or ethanol-only vehicle controls treatment. Data represent mean ± SEM; *n* = 6 wells per mouse; *n* = 4 mice per genotype; number of organoids counted: *n* = 511 (*Sod1*^*f/f*^ + ethanol), *n* = 656 (*Sod1*^*f/f*^*;Vil-creERT2* + ethanol), *n* = 498 (*Sod1*^*f/f*^ + tamoxifen), *n* = 784 (*Sod1*^*f/f*^*;Vil-creERT2* + tamoxifen) organoids per group; one of three experiments. **J** Fluorescence immunostaining to detect cleaved caspase-3 (yellow), cleaved caspase-8 (green) and cleaved caspase-9 (red) in the organoids after 5 days of tamoxifen treatment. Representative images of staining performed on organoids derived from 3 separate mice. **K** qPCR results showing relative mRNA expression of *Sod1* and *Lgr5* genes in organoids 3 and 5 days after tamoxifen treatment. Data represent mean ± SEM. *n* = 4 mice per genotype. **L** Organoids cultured for 2 days with *Sod1*-deficient crypts isolated from the *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* mice after 4 weeks post 5 consecutive tamoxifen injection (left); histogram showing quantification of the number of dead organoids on the indicated day after seeding (right). Data represent mean ± SEM. *n* = 3 mice per genotype. All results are representative of at least three independent experiments. All statistical significances were tested by two-way ANOVA. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

### SOD1-mediated organoid growth is independent of its enzymatic activity

To determine the role of SOD1 enzymatic activity in SOD1-induced ISC growth, 0–20 μM of ATN-224, a specific inhibitor of SOD1 enzyme activity [34] was used. ATN-224 at 10 μM and 20 μM almost completely inhibited SOD1 activity in *Sod1*^*fl/fl*^*; Vil-creERT2* organoids (Fig. 2A). However, ANT-224 treatment did not affect organoid proliferation determined by Edu incorporation (Fig. 2B) and budding number per organoid (Fig. 2C), or organoid survival measured by PI staining (Fig. S2A, B) and the percentage of dead organoids (Fig. 2D).

**Fig. 2:**
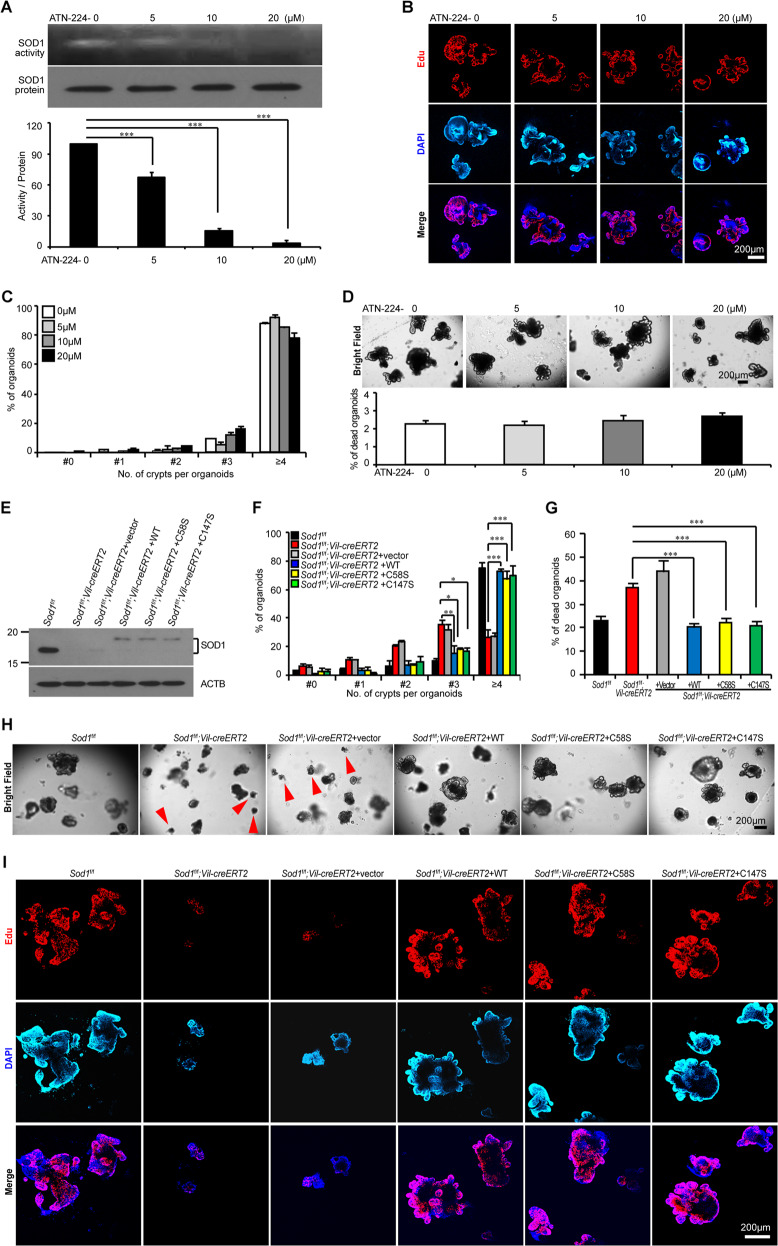
SOD1-mediated organoid growth is independent of its enzymatic activity. **A** *Sod1*^*f/f*^*; Vil-creERT2* organoids were treated with 0 (PBS), 5, 10, and 20 μM ATN-224. SOD1 protein level and enzymatic activity were analyzed after 5 days of ATN-224 treatment (upper panel). Histogram showing quantification of the brightness of SOD1 activity band (lower panel). Data represent mean ± SEM; *n* = 4 mice per genotype. Statistical significances were tested by one-way ANOVA. ^***^P < 0.001. **B** Confocal images (nuclear staining, blue; and EdU staining, red) of Edu incorporation in organoids after 5 days of ATN-224 treatment. **C** Percentage of organoids with 0, 1, 2, 3, or ≥4 crypts formed after 5 days of ATN-224 treatment. Data represent mean ± SEM; *n* = 6 wells per group; *n* = 4 mice per genotype; organoids number counted: *n* = 375 (0 μM), *n* = 287 (5 μM), *n* = 363 (10 μM), *n* = 544 (20 μM) organoids per group; one of three experiments. **D** Brightfield images of organoids after 5 days of ATN-224 treatment. (upper panel). Percentage of dead organoids analyzed after 5 days of ATN-224 treatment (lower panel). Data represent mean ± SEM; *n* = 6 wells per group, *n* = 4 mice per genotype; organoids number counted: *n* = 1299 (0 μM), *n* = 1090 (5 μM), *n* = 1182 (10 μM), *n* = 1235 (20 μM) organoids per group; one of three experiments. **E** The endogenous SOD1 expression in *Sod1*^*fl/fl*^ organoids and the doxycycline (Dox)-induced expression of wild-type SOD1, SOD1^C58S^, and SOD1^C147S^ in *Sod1*^*fl/fl*^*; Vil-creERT2* organoids were analyzed by Western blot after 5 days of tamoxifen and doxycycline induction. *n* = 3 mice per genotype. Vector, vector control; WT, wild-type *Sod1*; C58S, *Sod1*^C58S^; C147, *Sod1*^C147S^. **F** Percentage of organoids with 0, 1, 2, 3, or ≥4 crypts formed after 5 days of tamoxifen and doxycycline induction. Untransduced *Sod1*^*fl/fl*^ organoids are taken along as a reference. Data represent mean ± SEM; *n* = 6 wells per group; *n* = 3 mice per genotype. Statistical significances were tested by two-way ANOVA. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001. Organoids number counted: *n* = 86 (*Sod1*^*fl/fl*^), *n* = 157 (*Sod1*^*fl/fl*^*; Vil-creERT2*), *n* = 410 (*Sod1*^*fl/fl*^*; Vil-creERT2* + vector), *n* = 93 (*Sod1*^*fl/fl*^*; Vil-creERT2* + wild-type *Sod1*), *n* = 77 (*Sod1*^*fl/fl*^*; Vil-creERT2* + *Sod1*^C58S^), *n* = 81 (*Sod1*^*fl/fl*^*; Vil-creERT2* + *Sod1*^C147S^) organoids per group; one of three experiments. **G** Quantification of the percentage of dead organoids after 5 days of tamoxifen and doxycycline induction. Data represent mean ± SEM. *n* = 6 wells per group; *n* = 3 mice per genotyping. Statistical significances were tested by one-way ANOVA. ^***^P < 0.001. Number of organoids counted: *n* = 1008 (*Sod1*^*fl/fl*^), *n* = 1244 (*Sod1*^*fl/fl*^*; Vil-creERT2*), *n* = 760 (*Sod1*^*fl/fl*^*; Vil-creERT2* + vector), *n* = 1202 (*Sod1*^*fl/fl*^*; Vil-creERT2* + wild-type *Sod1*), *n* = 896 (*Sod1*^*fl/fl*^*; Vil-creERT2* + *Sod1*^C58S^), *n* = 978 (*Sod1*^*fl/fl*^*; Vil-creERT2* + *Sod1*^C147S^) organoids per group; one of three experiments. **H** Brightfield images of organoids after 5 days of tamoxifen and doxycycline induction. Red arrowheads indicate the dead organoids. **I** Confocal images (nuclear staining, blue; and EdU staining, red) of Edu incorporation in organoids after 5 days of tamoxifen and doxycycline induction. All results are representative of at least three independent experiments.

Mutations in the catalytically active cysteine to serine (C58S or C147S) results in the loss of enzyme activity of SOD1 in yeast [35]. Both residues are conserved between mouse and yeast. To validate the functional significance of SOD1 enzymatic activity, we over-expressed *Sod1*^C58S^ and *Sod1*^C147S^_,_ which mimic the inactive state, and wild-type *Sod1* in the *Sod1*^*ΔIEC*^ organoids (Fig. 2E). *Sod1*^*fl/fl*^ organoids, expressing endogenous levels of *Sod1* was included as a reference. The results showed that inactive *Sod1* (*Sod1*^C58S^, *Sod1*^C147S^) and wild-type *Sod1* rescued the proliferation (Fig. 2F, I) and survival (Fig. 2G, H) of *Sod1*^*ΔIEC*^ organoids. All these data indicate that SOD1-induced organoid growth is independent of its enzymatic activity.

### Loss of *Sod1* does not affect the ROS levels on the organoid

SOD1 plays a critical role in maintaining ROS homeostasis. ROS is known as a central regulator of ISC function [36]. Thus, we speculated that *Sod1* loss would cause elevated ROS, and thereby mediate growth defects in the organoids. However, *Sod1* loss did not alter the levels of superoxide and peroxide in the epithelial layer of organoids, as indicated by DHE staining for superoxide, DHR staining for peroxide and peroxynitrite, and CellROX staining for oxidative stress (Fig. 3A). To determine whether the growth defects in *Sod1*^*ΔIEC*^ organoid were due to ROS dysregulation, we treated the organoids with antioxidants such as the general ROS inhibitor NAC and the mitochondrial ROS inhibitor MnTBAP after two days of tamoxifen administration. As shown in Fig. 3B, C, the death rate and budding number in *Sod1*^*ΔIEC*^ organoids were not rescued after antioxidant treatment, even at higher concentrations. Organoids were then treated with tamoxifen and antioxidants simultaneously, which could not rescue the death rate of *Sod1*^*ΔIEC*^ organoids too (Fig. S3), indicating that ROS levels were not involved in *Sod1* loss-induced growth defects in the organoids.

**Fig. 3:**
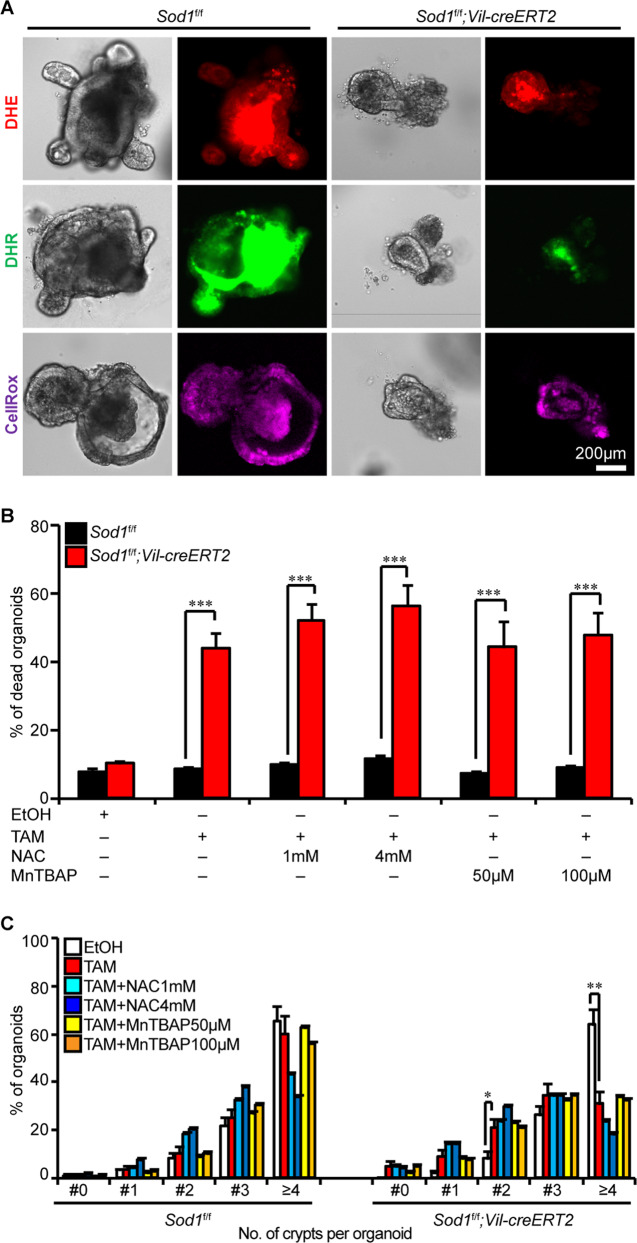
Loss of *Sod1* does not affect ROS levels in the organoid. **A** *Sod1* deletion does not affect superoxide level, peroxide level, and oxidative stress in the epithelial layer of organoids. *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* organoids were stained with DHE, DHR, and CellRox after 5 days of tamoxifen treatment. Representative images of staining performed on organoids. *n* = 4 mice per genotyping. **B** Quantification of the percentage of dead organoids after the indicated induction and antioxidant treatment. *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* organoid cultures were induced by ethanol or tamoxifen for 2 days and then treated with the indicated antioxidants (NAC at 1 mM and 4 mM, MnTBAP at 50 μM and 100 μM) for another 2 days. Data represent mean ± SEM. *n* = 6 wells per group; *n* = 4 mice per genotyping; organoids number counted: *n* = 1094 (*Sod1*^*f/f*^ + EtOH), *n* = 1070 (*Sod1*^*f/f*^ + TAM), *n* = 1107 (*Sod1*^*f/f*^ + TAM + NAC1mM), *n* = 1113 (*Sod1*^*f/f*^ + TAM + NAC4mM), *n* = 1150 (*Sod1*^*f/f*^ + TAM + MnTBAP50μM), *n* = 1202 (*Sod1*^*f/f*^ + TAM + MnTBAP100μM), *n* = 1316 (*Sod1*^*f/f*^*;Vil-creERT2* + EtOH), *n* = 841 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM), *n* = 916 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + NAC1mM), *n* = 919 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + NAC4mM), *n* = 898 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + MnTBAP50μM), *n* = 936 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + MnTBAP100μM) organoids per group; one of four experiments. **C** Percentage of organoids with 0, 1, 2, 3, or ≥4 crypts formed after the indicated induction and antioxidant treatment. *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* organoid cultures were induced by ethanol or tamoxifen for 2 days and then treated with the indicated antioxidants (NAC at 1 mM and 4 mM, MnTBAP at 50 μM and 100 μM) for another 2 days. Data represent mean ± SEM. *n* = 6 wells per group; *n* = 4 mice per genotyping; organoids number counted: *n* = 421 (*Sod1*^*f/f*^ + EtOH), *n* = 391 (*Sod1*^*f/f*^ + TAM), *n* = 398 (*Sod1*^*f/f*^ + TAM + NAC1mM), *n* = 439 (*Sod1*^*f/f*^ + TAM + NAC4mM), *n* = 491 (*Sod1*^*f/f*^ + TAM + MnTBAP50μM), *n* = 472 (*Sod1*^*f/f*^ + TAM + MnTBAP100μM), *n* = 568 (*Sod1*^*f/f*^*;Vil-creERT2* + EtOH), *n* = 600 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM), *n* = 547 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + NAC1mM), *n* = 521 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + NAC4mM), *n* = 634 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + MnTBAP50μM), *n* = 654 (*Sod1*^*f/f*^*;Vil-creERT2* + TAM + MnTBAP100 μM) organoids per group; one of four experiments. All data are representative of four independent experiments. All statistical significances were tested by two-way ANOVA. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

### SOD1 promotes organoid growth by suppressing both WNT signaling and ectopic Paneth cell differentiation

To elucidate the potential mechanism by which SOD1 promotes ISC growth, we performed RNA-seq using *Sod1*^*f/f*^ and *Sod1*^*f/f*^*;Vil-creERT2* organoids after 3 days of tamoxifen treatment. 

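Organoids from the intestinal crypts of 3 control (Sod1f/f) mice and 3 Sod1-deficient (Sod1f/f;Vil-creERT2) mice were sequenced, with 1 library per mouse and tamoxifen in both genotypes. The Vil-creERT2 transgene expresses, in the intestinal epithelium, a Cre recombinase fused to part of the human estrogen receptor, which tamoxifen activates. Only the Sod1-deficient libraries carry this transgene. In every comparison of the genotypes, its effect with tamoxifen cannot be told apart from that of the loss of *Sod1*. The paper gives 3 days of tamoxifen, and the sample titles say day 5. *Sod1*, which encodes the cytosolic copper and zinc superoxide dismutase, lies on chromosome 16 of mm10 from 90220742 to 90226324 and has 5 exons. Its level, over the whole gene, was 445 ± 98.5 TMM-normalized CPM (SD, n = 3 mice) in control organoids and 296 ± 82.6 CPM (SD, n = 3) in Sod1-deficient organoids, a log2 fold change of -0.59 (standard error 0.24, adjusted p = 0.79 from edgeR's quasi-likelihood test). The mouse numbers fall into 2 series. In the mice numbered from 59 on, 1 of each genotype, *Sod1* stood at 559 CPM in the control and 391 CPM in the Sod1-deficient organoids. In those numbered from 61 on, 2 of each genotype, it stood at 384 and 393 CPM in the controls and 251 and 246 CPM in the Sod1-deficient organoids. With the mouse number series as a block, *Sod1* fell, with a log2 fold change of -0.60 (standard error 0.058, adjusted p = 0.019 from the same test). The counts are summed over all exons, and values for single exons were not used here. *Esr1*, the mouse estrogen receptor gene, had 3, 2 and 4 counts in the control libraries and 182, 136 and 148 in the Sod1-deficient libraries. Whether these are reads of the transgene was not tested, so they do not establish a change of the mouse gene. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 counts in both libraries of the 59 series and were counted in all 4 libraries of the 61 series, *Ddx3y* at 873 to 1019 counts. By these genes the 59 series came from female and the 61 series from male mice, so series and sex cannot be told apart.
The authors aligned paired 75-base reads from strand-specific libraries to mm10 with STAR and assigned uniquely mapped reads to refGene genes with featureCounts. The total counts were 19620991, 20682598 and 21977133 in the control libraries and 19215923, 21094795 and 21893151 in the Sod1-deficient libraries. The table holds 12832 genes, each with CPM above 0.5 in at least 3 libraries. For the comparison of genotypes, the 12619 genes with CPM above 0.5 in at least 4 libraries were scaled by TMM and tested with edgeR's quasi-likelihood test with no covariate, since the methods name none. At an adjusted p under 0.05, 1 gene was called. *Fam212b* rose, with a log2 fold change of 2.91 (standard error 0.21, adjusted p = 0.033), a call lost without any 1 library but control mouse 5916 (adjusted p = 0.098 to 0.39). At an unadjusted p under 0.05 there were 768 genes, 6.1% of the 12619 tested, where chance alone gives a share of 0.05. By DESeq2 115 genes were called, by edgeR's exact test 58 and by limma-voom 1. The first principal component, with 56.6% of the variance, separated the 2 mouse number series. With the series as a block, the quasi-likelihood test called 83 genes, of which 61 rose and 22 fell. On simulated counts this blocked fit made a larger share of false calls than an adjusted p of 0.05 allows. Without control mouse 5916 the blocked count was 1007, and without Sod1-deficient mouse 5909 it was 1022. Each of these fits leaves 1 library in the 59 series, which its block term fits, so the genotype difference comes from the 61 series alone. With 1 library of the 61 series left out, the count was 4 (control mouse 6180), 2 (control mouse 6181), 10 (Sod1-deficient mouse 6182) or 1 (Sod1-deficient mouse 6186). In the authors' deposited table, 561 genes have an FDR under 0.05. Its log2 fold changes differ by at most 2.3e-09 from those of edgeR's likelihood ratio test with the mouse number series as a block.

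**Figure D1:**
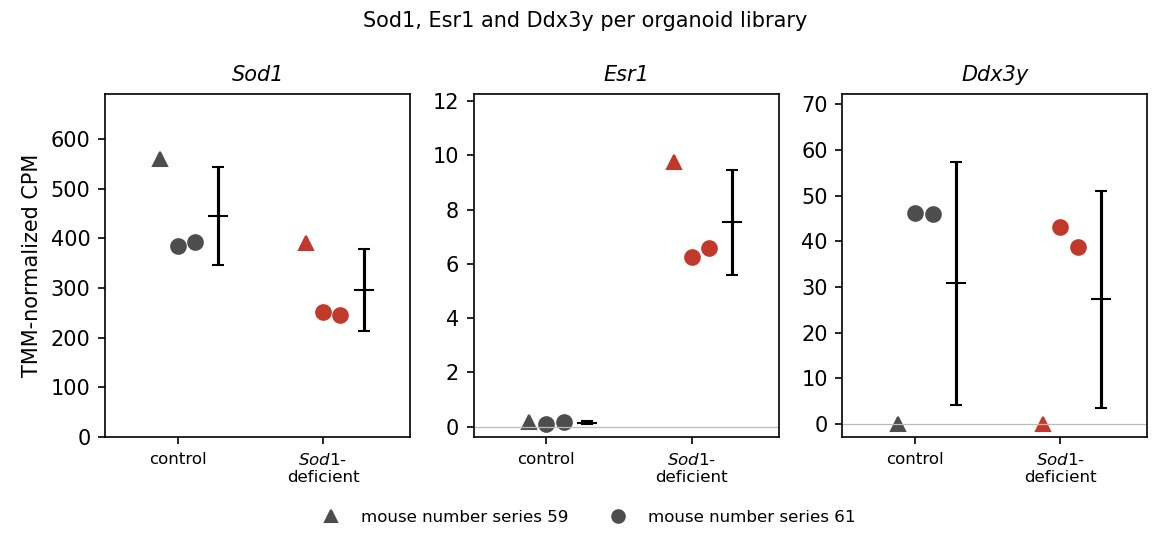
TMM-normalized CPM of *Sod1*, *Esr1* and *Ddx3y* in each organoid library, by genotype, with the mean and SD of the 3 mice of a genotype beside the points. Triangles are mice of the 59 series and circles mice of the 61 series. *Sod1* lies lower in the Sod1-deficient library or libraries of each series, at 391 against 559 CPM in the 59 series, and *Ddx3y* is at 0 in both libraries of the 59 series.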

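Paneth cells, which secrete antimicrobial peptides at the crypt base, were represented by 39 genes listed before the data were examined, of which 28 were measured. All 28 had a positive log2 fold change in Sod1-deficient organoids, with a median of 0.56 and a range of 0.24 to 1.19. As a group they were higher than the other genes (adjusted p = 3.2e-24 from limma's camera test with a preset correlation, and adjusted p = 0.046 with an estimated correlation). The median was 0.78 in the mice of the 59 series and 0.48 in those of the 61 series. Set against the rest, control mice 5916 and 6181 with Sod1-deficient mouse 6182 gave this list a preset-correlation camera p of 1.9e-22. That split mixes the genotypes, and the real split gave 2.4e-25 (both unadjusted), so a p this small need not come from genotype. Genes of some other differentiated cell types were also higher by camera, with a median of 0.52 for 18 enterocyte genes, of which 16 were positive (adjusted p = 5.5e-16, and adjusted p = 0.16 with an estimated correlation), and of 0.39 for 13 enteroendocrine genes, all positive (adjusted p = 5.6e-11, and adjusted p = 0.046 with an estimated correlation). With an estimated correlation and the mouse number series as a block, both lists and the Paneth cell list had an adjusted p of 0.22. Goblet cell genes, 13, had a median of 0.17 (adjusted p = 0.037 from camera, adjusted p = 0.42 with an estimated correlation, and adjusted p = 0.26 from camera with the block). Of 6 measured tuft cell genes 1 had a positive log2 fold change, with a median of -0.30, and the list did not pass camera (adjusted p = 0.38). Of the 39 genes, 16 are the ones shown in Fig. 4A. The paper shows them from these same samples and does not say how they were picked, so they are not counted as independent evidence of the direction. The 12 measured genes outside that figure all had a positive log2 fold change, with a median of 0.54 (adjusted p = 5.6e-11 from camera, adjusted p = 0.027 with an estimated correlation, and adjusted p = 0.12 with an estimated correlation and the mouse number series as a block). Among them, *Defa2* and *Defa20* share 100% of their read-length stretches with other genes, so they may not be separate from the defensins of Fig. 4A. The 11 measured Paneth cell genes that are not defensins, some of them in Fig. 4A, were all positive, with a median of 0.60.
Gene by gene, none of the 28 passed an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test, and 7 rose when adjusted over the list alone. At an unadjusted p under 0.05 there were 17, all with a positive log2 fold change. With the mouse number series as a block, 3 rose over all genes and 14 when adjusted over the list alone. *Pnliprp2*, a pancreatic-type lipase, rose with a log2 fold change of 0.94 (standard error 0.10, adjusted p = 0.026 in the blocked fit), from 34.3 ± 3.28 CPM in control to 65.7 ± 6.47 CPM in Sod1-deficient organoids (SD, n = 3 mice each). *Pla2g2a*, a secreted phospholipase with antibacterial activity, rose with a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.032 in the blocked fit). *Defa26*, an alpha-defensin, had 31.3 ± 0.94 CPM in control and 45.1 ± 2.93 CPM in Sod1-deficient organoids (SD, n = 3) and rose in the blocked fit with an adjusted p of 0.045. *Clps*, the colipase, had a log2 fold change of 0.60 (standard error 0.14, adjusted p = 0.50 without the block and 0.11 with it). In 11 of the 28 genes all 3 Sod1-deficient libraries lay above all 3 controls. Over all genes the groups were apart, in either direction, in 12.6%, where chance gives 10%. The blocked count of 3 became 0 without any 1 library of the 61 series. It became 6 without either library of the 59 series, where the genotype difference then comes from the 61 series alone.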

RNA-seq analysis showed that Paneth cell signature genes were 1.5−2.5 times higher in the *Sod1*-deficient organoids than in the controls (Fig. 4A). Consistently, the number of Paneth cells markedly increased in the *Sod1*^*ΔIEC*^ organoids (Fig. 4B). qPCR confirmed that the mRNA levels of the Paneth cell marker *Lyz* and *Wnt3* were significantly upregulated in *Sod1*^*ΔIEC*^ organoids (Fig. 4C). To determine whether elevated WNT signaling contributes to the organoid growth defects after *Sod1* knockout, we reduced WNT signaling in *Sod1*^*ΔIEC*^ organoids by reducing the levels of the WNT agonist RSPO1 [37]; this improved organoids survival despite reduced overall growth (Fig. 4D–F). These results indicate that, in the absence of *Sod1*, high WNT signaling-induced excessive Paneth cell differentiation plays a pivotal role in the appearance of growth defects in the organoids.

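Of 20 listed WNT target genes, 17 were measured, and as a group they did not pass the test of a difference between the genotypes. Their log2 fold changes had a median of 0.058 and a range of -0.31 to 0.72. None rose or fell over all genes or when adjusted over the list alone in edgeR's quasi-likelihood test, and 2 were at an unadjusted p under 0.05. With the mouse number series as a block none rose or fell over all genes, and 2 rose when adjusted over the list alone. The list did not pass camera (adjusted p = 0.12, and 0.69 with an estimated correlation), with medians of 0.015 in the 59 series and 0.11 in the 61 series. *Sp5*, a transcription factor gene induced by WNT, had a log2 fold change of 0.52 (standard error 0.22, adjusted p = 0.82). *Ccnd1*, which encodes cyclin D1, had 211 ± 40.3 CPM in control and 259 ± 33.3 CPM in Sod1-deficient organoids (SD, n = 3 mice each), and *Apcdd1*, a feedback inhibitor of the pathway, 0.91 ± 0.048 and 1.49 ± 0.18 CPM.
Of 19 WNT ligand genes, 4 were measured, and none passed over all genes or when adjusted over the list alone, with 1 at an unadjusted p under 0.05. The list had a median of 0.44 and did not pass camera (adjusted p = 0.063, and 0.51 with an estimated correlation). *Wnt3*, the ligand that Paneth cells supply to stem cells, was at 13.2 ± 4.22 CPM in control and 14.7 ± 4.71 CPM in Sod1-deficient organoids (SD, n = 3), a log2 fold change of 0.16 (standard error 0.33, adjusted p = 1.00, and 0.53 with the block). The difference was 0.14 in the 59 series and 0.16 in the 61 series. Without the block, the log2 fold change of *Wnt3* was -0.076 without control mouse 5916 and -0.0064 without Sod1-deficient mouse 6186. *Wnt4* had the largest log2 fold change of the 4, 0.99 (standard error 0.37, adjusted p = 0.75), at 0.85 ± 0.26 CPM in control and 1.69 ± 0.54 CPM in Sod1-deficient organoids (SD, n = 3). That of *Wnt5b* was 0.65 (standard error 0.34) and that of *Wnt9b* 0.23 (standard error 0.49), and both were negative in the 59 series, at -0.071 and -0.16.
Among 18 genes of crypt base columnar stem cells, the median log2 fold change was -0.081. None passed edgeR's quasi-likelihood test over all genes or when adjusted over the list alone, and 1 higher and 2 lower genes were at an unadjusted p under 0.05. With the block, 1 rose and 3 fell when adjusted over the list alone. *Lgr5*, the receptor for R-spondin that marks these cells, was at 232 ± 62.4 CPM in control and 205 ± 19.0 CPM in Sod1-deficient organoids (SD, n = 3; log2 fold change -0.18, standard error 0.19, adjusted p = 1.00). The log2 difference of *Lgr5* was -0.71 in the 59 series and 0.13 in the 61 series.
The WNT target list passed camera in the 4 libraries of the 61 series alone (median 0.11, adjusted p = 0.044), without Sod1-deficient mouse 5909 (median 0.19, adjusted p = 0.00029) and without control mouse 6180 (median 0.14, adjusted p = 0.035), and its median was -0.022 without Sod1-deficient mouse 6186. These passes are from camera with the preset correlation of 0.01 and no block, while the list's estimated correlation over all libraries was 0.29. Without Sod1-deficient mouse 5909 the 59 series holds only a control, so genotype and series are partly mixed. A split that sets both libraries of the 59 series and control mouse 6181 against the rest gave this list a camera p of 2.8e-05. That split mixes the genotypes and follows the series, so a pass with both series present need not come from genotype. The pass in the 61 series alone holds no difference of series, so that split does not bear on it. From the Paneth cell genes in RNA-seq, the LYZ-positive cells, the qPCR of *Lyz* and *Wnt3* and the better survival at lower RSPO1, the paper concludes that excessive Paneth cell differentiation, induced by high WNT signaling, has a pivotal role in the growth defects of Sod1-deficient organoids.

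**Figure D2:**
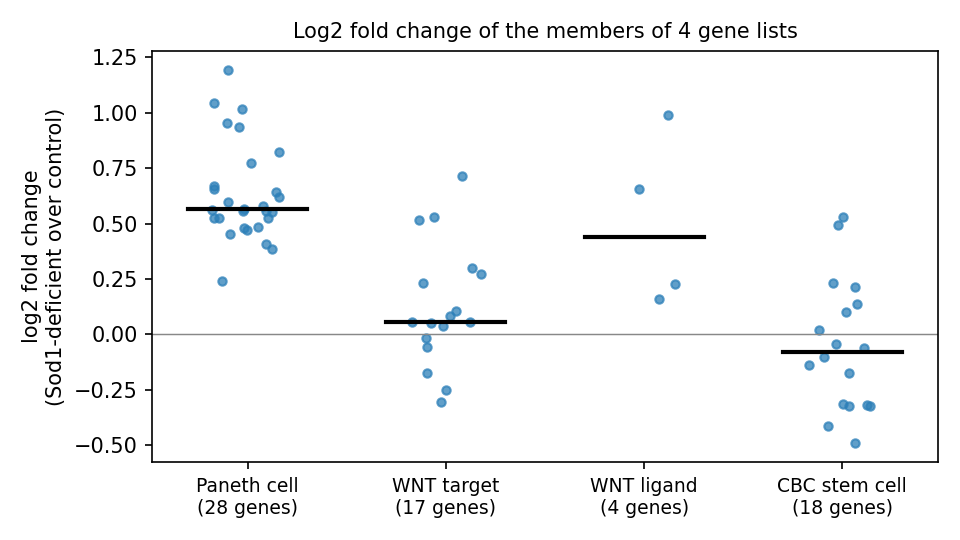
Log2 fold change (Sod1-deficient over control organoids, 3 mice each) of the measured members of 4 gene lists. Each point is a gene, spread sideways at random, and each bar is the list's median, at 0.56 for Paneth cell genes, 0.058 for WNT targets, 0.44 for WNT ligands and -0.081 for genes of crypt base columnar (CBC) stem cells.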

**Fig. 4:**
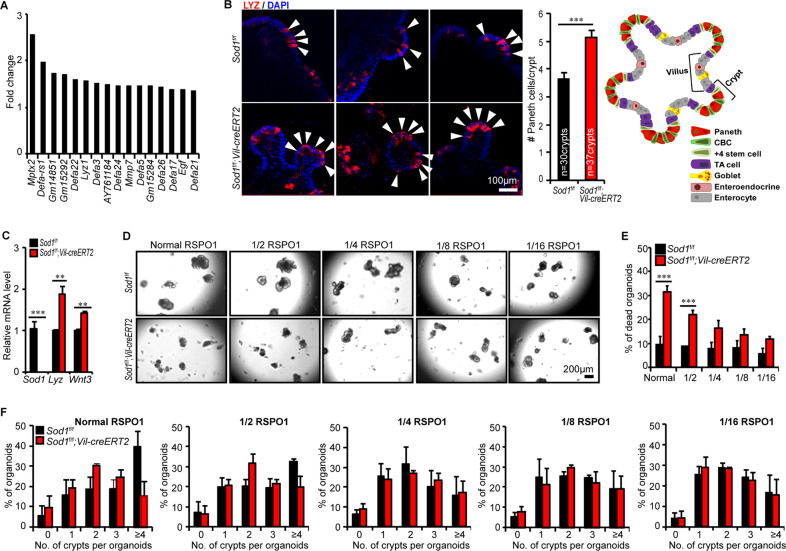
SOD1 supports organoid growth by suppressing WNT signaling and excessive Paneth cell differentiation. **A** Relative expression of Paneth cell signature genes by RNA-seq analysis are shown as a histogram comparing *Sod1*^*ΔIEC*^ and control organoids after 3 days of tamoxifen induction. *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* organoids were harvested after 3 days of tamoxifen induction for RNA-seq. *n* = 3 mice per genotype. **B** Fluorescence immunostaining to detect LYZ expression (red) in the organoids after 3 days of tamoxifen induction. Arrowheads indicate location of LYZ^+^ Paneth cells. Images are representative of stainings performed on organoids derived from 3 separate mice (left panel); Histogram (middle panel) shows the quantification of the number of LYZ^+^ Paneth cells per crypt, according to the scheme in the inset (right panel). The number of crypts measured per group was labeled on the histogram. One of three experiments. Data represent mean ± SEM; *n* = 6 wells per group; *n* = 3 mice per genotyping. Student *t*-test (two-tailed). ^***^P < 0.001. **C** qPCR analysis of *Sod1*, *Lyz*, and *Wnt3a* genes after 3 days of tamoxifen induction. Data represent mean±SEM; *n* = 3 mice per genotyping. Student *t*-test (two-tailed). ^**^P < 0.01, ^***^P < 0.001. **D** Representative images of *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* organoids treated with tamoxifen and cultured in reducing RSPO1 concentrations for 5 days. **E** Percentage of dead organoids assayed after 5 days in culture using indicated concentrations of RSPO1. Data represent mean±SEM; *n* = 6 wells per group; *n* = 3 mice per genotyping. Statistical significances were tested by two-way ANOVA. ^***^P < 0.001. Organoids number counted: *n* = 246 (*Sod1*^*f/f*^ + normal RSPO1), *n* = 385 (*Sod1*^*f/f*^*; Vil-creERT2* + normal RSPO1), *n* = 244 (*Sod1*^*f/f*^ + 1/2 RSPO1), *n* = 328 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/2 RSPO1), *n* = 256 (*Sod1*^*f/f*^ + 1/4 RSPO1), *n* = 303 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/4 RSPO1), *n* = 265 (*Sod1*^*f/f*^ + 1/8 RSPO1), *n* = 281 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/8 RSPO1), *n* = 229 (*Sod1*^*f/f*^ + 1/16 RSPO1), *n* = 275 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/16 RSPO1) organoids per group; one of three experiments. **F** Quantification of percentage of organoids with 0, 1, 2, 3, or ≥4 crypts formed after 5 days in culture using indicated concentrations of RSPO1. Data represent mean±SEM; *n* = 6 wells per group; *n* = 3 mice per genotyping; organoids number counted: *n* = 189 (*Sod1*^*f/f*^ + normal RSPO1), *n* = 203 (*Sod1*^*f/f*^*; Vil-creERT2* + normal RSPO1), *n* = 197 (*Sod1*^*f/f*^ + 1/2 RSPO1), *n* = 185 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/2 RSPO1), *n* = 186 (*Sod1*^*f/f*^ + 1/4 RSPO1), *n* = 181 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/4 RSPO1), *n* = 196 (*Sod1*^*f/f*^ + 1/8 RSPO1), *n* = 203 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/8 RSPO1), *n* = 166 (*Sod1*^*f/f*^ + 1/16 RSPO1), *n* = 186 (*Sod1*^*f/f*^*; Vil-creERT2* + 1/16 RSPO1) organoids per group; one of three experiments. All results are representative of at least three independent experiments.

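All 16 genes of Fig. 4A, which shows these same samples, were measured, and each had a positive log2 fold change in both mouse number series. Their folds over control ran from 1.33 for *Defa21* to 2.06 for *Mptx2*. In the authors' deposited table the folds of these genes run from 1.36 to 2.56, and 7 of them have an FDR under 0.05. *Lyz1*, which encodes the lysozyme of Paneth cells and lies on chromosome 10 from 117287795 to 117292868, was at 1882 ± 439 CPM in control and 2937 ± 541 CPM in Sod1-deficient organoids (SD, n = 3 mice each), and the 3 Sod1-deficient libraries lay above the 3 controls. Its log2 fold change was 0.64 (standard error 0.22, adjusted p = 0.70 from edgeR's quasi-likelihood test, and 0.11 with the mouse number series as a block). The authors' deposited table gives *Lyz1* an FDR of 0.0014. In 7 of the 16 genes every Sod1-deficient library lay above every control. In edgeR's quasi-likelihood test none of the 16 passed over all genes and 5 rose when adjusted over the list alone, and 11 were at an unadjusted p under 0.05. With the block 1 rose over all genes, *Defa26*.
*Mptx2*, a mucosal pentraxin and the gene with the largest fold of the 16, had the widest range among the controls. It stood at 2.83, 7.02 and 33.0 CPM in the controls and at 38.0, 36.2 and 14.5 CPM in the Sod1-deficient libraries (adjusted p = 1.00 from edgeR's quasi-likelihood test). Its deposited fold of 2.56 has an FDR of 0.50 in the authors' deposited table. The log2 fold change of *Mptx2*, 1.05 with all libraries, was 0.56 without control mouse 5916 and 2.58 without control mouse 6181, and 10.1% of the 75-base stretches of its transcripts occur in another gene. *Egf*, the epidermal growth factor gene, had a log2 fold change of 0.47 (standard error 0.62, adjusted p = 1.00). The fold of *Egf*, 1.39 with all libraries, was 1.08 without control mouse 5916 and 2.15 without control mouse 6180.
Some alpha-defensin genes share long stretches with others. Of the 75-base stretches of their transcripts in GENCODE vM21, 87.8% of those of *Defa3*, 97.4% of those of *Defa5* and 91.3% of those of *Defa17* also occur in transcripts of other genes, so the values of these genes are uncertain. In the other defensin genes of Fig. 4A found in that annotation the share was 6.53% to 56.4%, with 14.1% for *Defa26*. Outside that figure it was 100% for *Defa2* and *Defa20*, so the values of these genes are uncertain too. For *Lyz1* this share was 6.22%, and for *Egf* it was 0.

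**Figure D3:**
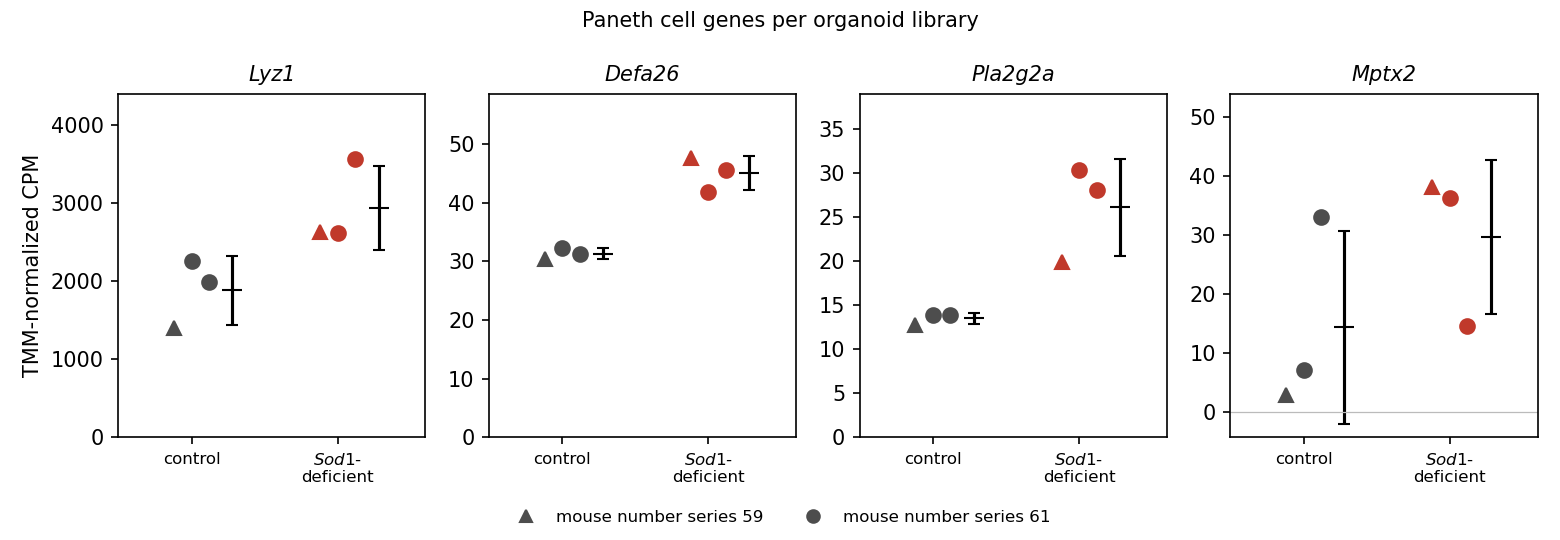
TMM-normalized CPM of *Lyz1*, *Defa26*, *Pla2g2a* and *Mptx2* in each organoid library, by genotype, with the mean and SD of the 3 mice of a genotype beside the points. Triangles are mice of the 59 series and circles mice of the 61 series. *Lyz1*, *Defa26* and *Pla2g2a* do not overlap between the genotypes, and for *Mptx2* 1 control library, at 33.0 CPM, lies above 1 Sod1-deficient library, at 14.5 CPM.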

### Epithelial *Sod1* deficiency promotes apoptosis in the stem cell regions in vivo

To determine whether SOD1 is important for ISCs in vivo, we first tested SOD1 localization. Immunohistochemistry revealed that in control mice, TA cells showed both nuclear and cytoplasmic SOD1 expression, and the crypt base cells including Paneth cells and CBCs exhibited stronger nuclear SOD1 expression (Fig. 5A). The villous epithelial cells showed only cytoplasmic SOD1 expression (data not shown). After 24 h post 5 consecutive days of tamoxifen injections, the SOD1 immunostaining in all epithelial cells was lost (Fig. 5A). SOD1 deletion in the epithelium significantly promoted the activation of caspase-3 in the stem cell regions (Fig. 5B). Consistently, western blot analyses using separated crypt tissues showed that *Sod1* loss induced higher expression of apoptotic proteins including cleaved caspase-3, cleaved caspase-7, cleaved caspase-8, and cleaved caspase-9 (Fig. 5C), suggesting that epithelial *Sod1* deficiency in vivo promotes apoptosis of crypt stem cells. However, *Sod1*^*ΔIEC*^ mice showed no significant changes in body weight, crypt-villus architecture, and cell proliferation in comparison to control mice (Fig. S4A, B and Fig. 5D). As depicted in Fig. 5E, F, *Sod1* deficiency in vivo also led to a lower number of ISCs expressing OLFM4, a marker of LGR5^+^ ISCs, and an increased Paneth cell numbers per crypt.

**Fig. 5:**
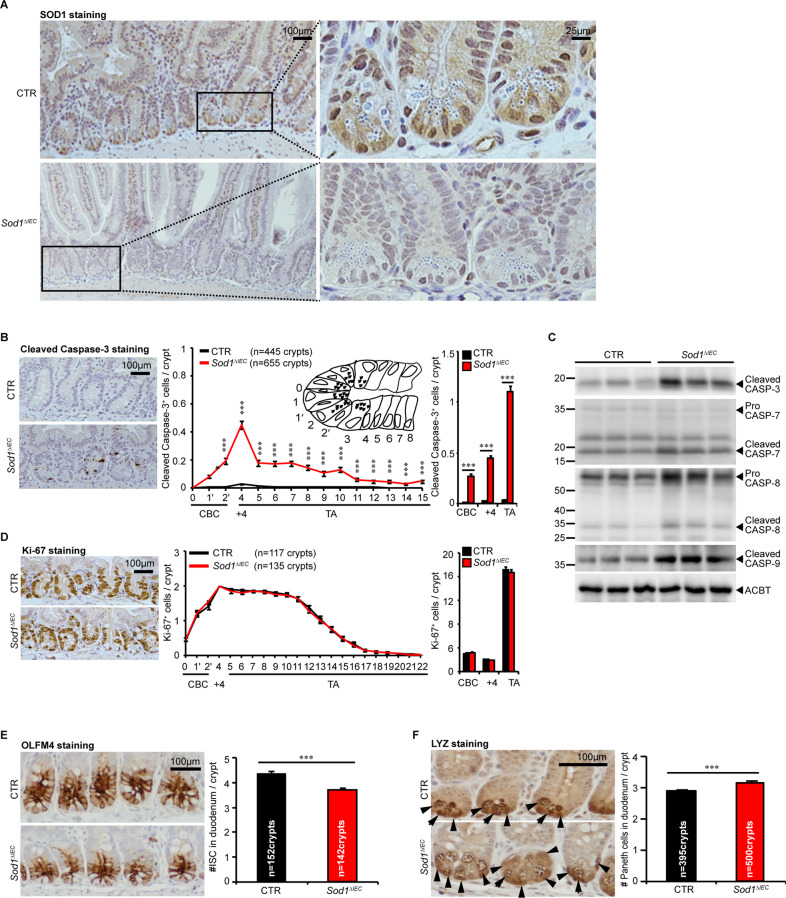
Epithelial *Sod1* loss promotes crypt ISC apoptosis and Paneth cell differentiation in vivo. **A** Representative IHC staining for SOD1 in small intestinal sections from *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* mice after 24 h post 5 consecutive tamoxifen injections. *n* = 4 mice per genotype. **B** Representative IHC staining for cleaved caspase-3 in small intestinal sections from *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* mice after 24 h post 5 consecutive tamoxifen injections (left panel); scoring of frequency of cleaved caspase-3-positive cells per crypt at specific positions relative to the crypt bottom, according to the scheme in the inset (middle panel). Statistical significances on the middle panel were tested by two-way ANOVA. Quantification of frequency of cleaved caspase-3-positive cells in three classes: CBC cells (located at position 0, 1′, 2′), +4 cells (located at position 4), and TA cells (located at position 5-15) (right panel). Statistical significance on the right panel was tested by Student *t*-test (two-tailed). ^***^P < 0.001. *n* = 4 mice per genotype; crypts number measured: *n* = 445 (CTR), *n* = 655 (*Sod1*^*∆IEC*^) crypts per group; one of three experiments. **C** Western blot for cleaved caspase-3, caspase-7, caspase-8, cleaved caspase-9 and Actin in the duodenal crypt samples of control and *Sod1*^*∆IEC*^ mice after 24 h post 5 consecutive tamoxifen injections. *n* = 3 mice per genotype. **D** Representative IHC staining for Ki-67 in small intestinal sections from *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* mice after 24 h post 5 consecutive tamoxifen injections (left panel); scoring of frequency of Ki-67-positive cells per crypt at specific positions relative to the crypt bottom (middle panel). Statistical significance on the middle panel were tested by two-way ANOVA. Quantification of frequency of Ki-67-positive cells in three classes: CBC cells (located at position 0, 1′, 2′), +4 cells (located at position 4), and TA cells (located at position 5-22) (right panel). Statistical significance on the right panel was tested by Student *t*-test (two-tailed). *n* = 4 mice per genotype; crypts number measured: *n* = 117 (CTR), *n* = 135 (*Sod1*^*∆IEC*^) crypts per group; one of three experiments. **E** Representative IHC staining for OLFM4 after 4 weeks post 5 consecutive tamoxifen injection (left panel); scoring of frequency of OLFM4-positive cells per crypt at specific positions (right panel). Statistical significance was tested by Student *t*-test (two-tailed). ^***^P < 0.001. *n* = 4 mice per genotype; number of crypts counted per group was labeled on the histogram. One of three experiments. **F** Representative IHC staining for LYZ in the small intestines of *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* mice after 4 weeks post 5 consecutive tamoxifen injection. Arrowheads point to the location of LYZ^+^ Paneth cells per crypt (left panel); right panel is the quantification of LYZ^+^ Paneth cells per crypt. Statistical significance was tested by Student *t*-test (two-tailed). ^***^P < 0.001. *n* = 4 mice per genotype; number of crypts measured per group is labeled on the histogram. One of three experiments. All results are representative of at least three independent experiments.

### EREG compensates for growth defects induced by *Sod1* deficiency

The EGFR ligand EREG is highly expressed in mesenchymal cells, and supports ISC growth [38–40]. We separated the stromal compartment from the small intestine of *Sod1*^*f/f*^ and *Sod1*^*ΔIEC*^ mice after 24 h post 5 consecutive tamoxifen injections. Western blot analysis showed enhanced EREG expression in the stromal tissue of *Sod1*^*ΔIEC*^ mice, and similar SOD1 expressions in the control and *Sod1*^*ΔIEC*^ stromal compartment which was because tamoxifen induced deletion of *Sod1* only in the epithelial cell lineages (Fig. 6A). Furthermore, treatment of *Sod1*^*ΔIEC*^ organoids showed that EREG rescued the morphology and growth of *Sod1*^*ΔIEC*^ organoids, and other EGFR ligands such as EGF and AREG did not (Fig. 6B, C, D, E). Thus, EREG could support the growth of *Sod1*^*ΔIEC*^ organoids, and stromal EREG upregulation might compensate for *Sod1* loss in vivo.

**Fig. 6:**
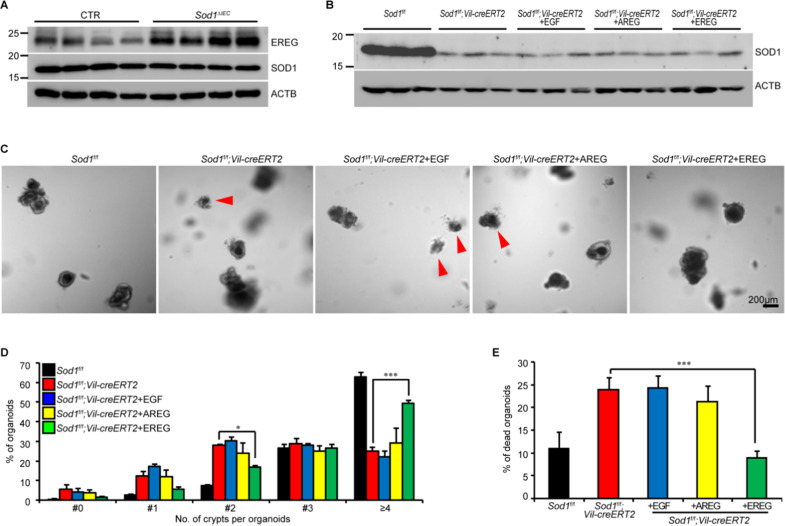
EREG rescues the growth defects in *Sod1* deficient organoids. **A** Western blot analysis of EREG and SOD1 expression using the separated stromal compartment from *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* mice after 24 h post 5 consecutive tamoxifen injections. *n* = 4 mice per genotype. **B** Western blot analysis of SOD1 expression in *Sod1*^*f/f*^ and *Sod1*^*f/f*^*; Vil-creERT2* organoids after 5 days of tamoxifen with or without 0.5 μg ml^-1^ of recombinant EGF/AREG/EREG induction. *n* = 3 mice per genotype. **C** Representative images of organoids after 5 days of tamoxifen with or without EGF/AREG/EREG induction. *n* = 6 wells per group; *n* = 3 mice per genotype. Red arrowhead indicates dead organoids. **D** Percentage of organoids with 0, 1, 2, 3, or ≥4 crypts formed after 5 days of tamoxifen with or without EGF/AREG/EREG induction. Data represent mean ± SEM; *n* = 6 wells per group; *n* = 3 mice per genotyping. Statistical significances were tested by two-way ANOVA. ^*^P < 0.05, ^***^P < 0.001. Number of organoids counted: *n* = 249 (*Sod1*^*f/f*^), *n* = 287 (*Sod1*^*f/f*^*; Vil-creERT2*), *n* = 307 (*Sod1*^*f/f*^*; Vil-creERT2* + EGF), *n* = 309 (*Sod1*^*f/f*^*; Vil-creERT2* + AREG), *n* = 272 (*Sod1*^*f/f*^*; Vil-creERT2* + EREG) organoids per group; one of three experiments. **E** Percentage of dead organoids assayed after 5 days of tamoxifen with or without EGF/AREG/EREG induction. Data represent mean ± SEM; *n* = 6 wells per group; *n* = 3 mice per genotyping. Statistical significance was tested by one-way ANOVA. ^***^P < 0.001. Number of organoids counted: *n* = 393 (*Sod1*^*f/f*^), *n* = 475 (*Sod1*^*f/f*^*; Vil-creERT2*), *n* = 537 (*Sod1*^*f/f*^*; Vil-creERT2* + EGF), *n* = 532 (*Sod1*^*f/f*^*; Vil-creERT2* + AREG), *n* = 413 (*Sod1*^*f/f*^*; Vil-creERT2* + EREG) organoids per group; one of three experiments. All results are representative of at least three independent experiments.

## Discussion

The mouse intestinal organoid is a useful ex vivo model for the study of ISCs, because it retains critical in vivo characteristics and normal numbers of ISCs and differentiated cell lineages [41]. ISCs, Paneth cells, and TA cells are localized at the bud site of organoids (crypt region). The crypt region undergoes continuous budding events surrounding a central lumen lined by a villus-like epithelium (villus region) [41]. The enterocyte, goblet cells and enteroendocrine cells are located at the villus region, and apoptotic cells are shed into the lumen in a manner similar to cell loss at the villus tips in vivo. Organoid cultures can be generated from dissociated crypts or single *Lgr5*^+^ cells in vitro, and passaged for more than 8 months without genetic alterations [41]. In this work, we used the organoid model to study the function of SOD1 in ISCs. Our study first demonstrates that SOD1 is critical for organoid growth and *Lgr5* gene expression. SOD1 is known for its canonical role as an antioxidant enzyme. Thus, we studied the role of SOD1 enzymatic activity in SOD1-induced ISC growth, and showed that the SOD1 inhibitor ATN-224, which almost completely blocks the enzymatic activity of SOD1, did not affect the proliferation and survival of organoid. Moreover, catalytically inactive-*Sod1* could reverse the growth defects induced by *Sod1* deficiency. These observations revealed that the well-known enzyme SOD1 has a novel function in ISCs which is independent of its enzymatic activity.

ROS signaling plays an important role in ISC function, as reviewed [36]. ROS levels in ISCs are low in comparison to those in differentiated cells in *Drosophila* [42]. Intracellular ROS levels must be tightly regulated; too much or too little ROS could inhibit cell growth [43]. Deletion of autophagy related 5 (*Atg5*)-mediated ROS production could reduce ISC count [44], whereas repression of *Nrf2*, a regulator of anti-oxidative responses, could promote proliferative ROS in *Drosophila* ISC lineages [42]. Although SOD1 is known as a ROS-scavenging enzyme, there have been conflicting reports on the impact of *Sod1* loss on intracellular ROS levels. *Sod1* loss in mice caused oxidative stress, which mediates multiple organ pathologies [45–48]. However, Wang et al. recently found that SOD1-induced reduction of tumor burden in KRAS-driven NSCLC mice model did not alter the ROS levels [28]. In this study, we also showed that *Sod1* deletion did not significantly affect ROS levels in the organoids, and treatment with general or mitochondrial antioxidants could not rescue the growth defects in *Sod1*-deficient organoids. These data indicate that ROS signaling is not involved in SOD1-induced organoid growth.

Paneth cell-derived WNT signaling is essential for ISC growth. Inhibition of WNT signaling or genetic removal of Paneth cells in vivo results in the loss of ISCs [15, 17, 18]. On the other hand, activation of WNT signaling or excessive Paneth cell differentiation also promotes apoptosis of the crypt region cells [20] or exhausts the ISC pool upon damage [40]. Here, we found notable increases in WNT signaling and Paneth cell number after *Sod1* deletion in organoids. This increase occurred before reduction of *Lgr5* gene expression (Fig. 1K and Fig. 4C). Furthermore, decreasing WNT signaling could block the growth defects in *Sod1*-deficient organoids. All these data indicate that redundant WNT signaling plays an important role in *Sod1* loss-induced organoid growth defect.

Epithelial *Sod1* deficiency in vivo inhibited the survival of the crypt stem cells but not the proliferation and crypt-villus architecture, while *Sod1* deficiency in organoids induced a significant inhibition of survival and proliferation. The *Sod1*-deficient crypt-derived organoids were almost completely dead 2 days after seeding (Fig. 1L). To explain this discrepancy, we studied the difference between intestinal organoids and the small intestine in vivo. Stromal/mesenchymal cells are absent in organoids [49], but present in vivo. These stromal cells provide essential niche factors for ISCs in vivo [50], and stromal EGFR signaling promotes ISC proliferation [40]. EGFR has seven known ligands: EGF, AREG, EREG, TGFA, HB-EGF, BTC, and EPGN [51]. Unlike the other ligands, EREG has more potent bioactivity [52, 53]. In this study, we also showed enhanced stromal EREG expression in *Sod1*^*ΔIEC*^ mice. Furthermore, supplementation of EREG, but not AREG and EGF, in vitro could rescue the growth of *Sod1* deficient organoids. These data indicate that elevated stromal EREG may compensate for *Sod1* loss in vivo, thereby preserving intestinal crypt-villus architecture.

In summary, our results showed that SOD1 promotes ISC growth independent of its enzyme activity, by suppressing both WNT signaling and excessive Paneth cell differentiation, while maintaining intestinal structure in vivo that may include EREG support. Paneth cells are frequently found in human colorectal adenomas and adenocarcinomas [54, 55]. Thus, our finding that SOD1 suppresses ectopic Paneth cell differentiation could suggest a self-sustaining mechanism that prevents intestinal tumor formation.

## Material and methods

### Mice

All mice were maintained in SPF housing, with a maximum of five mice per cage, under a 12 h light–dark cycle at a temperature range of 21 ± 2 °C. All mice were of C57/B6 and 129 mixed background. *Sod1*^*flox/flox*^ mice were obtained from Dr. Holly Van Remmen [56]. *Sod1*^*flox/flox*^ mice were bred with *Vil-creERT2* mice (JAX stock ♯ 020282) to generate *Sod1*^*flox/flox*^; *Vil-creERT2* mice. All mouse experiments were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals. The study procedures were approved by the Institutional Animal Care and Use Committee of Renji Hospital, Shanghai Jiao Tong University School of Medicine.

To genotype the animals, 2 mm of the ear or tail tissue was placed directly into 75 μl alkaline lysis buffer and heated in 95 °C 1 h. After heating, samples were cooled to 4 °C, treated with 75 μl neutralization buffer and analyzed by PCR. Experimental mice (8–16 weeks old) were injected intraperitoneally with 50 mg kg^−1^ tamoxifen (Sigma-Aldrich, Missouri, USA, T5648) in sunflower seed oil (Sigma-Aldrich, 88921) once a day for 5 consecutive injections. Both males and females were used. All mouse experiments were exclusively performed on littermate animals, with 3 to 5 mice used for each genotype. No randomization was done to determine how samples/ animals were allocated. All analyses of mouse phenotype were performed blinded.

### Organoid culture

Crypt isolation and culture were performed as previously described [57]. Briefly, duodenal crypts were obtained from *Sod1*^*flox/flox*^*; Vil-creERT2* and *Sod1*^*flox/flox*^ mice, seeded in growth factor reduced matrigel (BD, California, USA, 356231), and cultured in ENR (EGF, noggin, RSPO1) medium. Working ENR medium contained advanced DMEM/F12 (Thermo Scientific, Kansas, USA, 12634010), 1× Glutamax (Thermo Scientific, 35050061), 1× penicillin/streptomycin (Thermo Scientific, 15070063), 1× N2 Supplement (Thermo Scientific, 17502048), 1× B27 Supplement (Thermo Scientific, 12587010), 10 mol L^−1^ HEPES (Thermo Scientific, 15630-106), 1 mol L^−1^ N-acetyl l-cysteine (NAC) (Sigma-Aldrich, A9165), 0.05 μg ml^−1^ mouse recombinant EGF (Peprotech, New Jersey, USA, 315-09), 0.1 μg ml^−1^ mouse recombinant noggin (Peprotech, 250–38), and 5% RSPO1 (v/v). RSPO1 was produced using Cultrex HA-R-Spondin1-Fc 293 T (Trevigen, Maryland, USA). The organoids were passaged every 7 day by mechanically disrupting with a 20-Ga needle (Sigma-Aldrich, Z118052-100EA).

To stop SOD1 expression in the organoids, 2 μg ml^−1^ tamoxifen (Sigma-Aldrich, T5648) dissolved in ethanol was added to the culture medium on day 0 (2 days post seeding). The ethanol-only treatment is used as the vehicle control. The media was changed the next day, and subsequently every 2 days. The following inhibitors were used: ATN-224 (kindly provided by Dr. X.F.Steven Zheng, diluted in PBS), NAC (Sigma-Aldrich, A9165), and MnTBAP (Sigma-Aldrich, 475870). EGF (Peprotech, 315-09), Amphiregulin (AREG) (R&D Systems, Minnesota, USA, 989-AR-100), and EREG (R&D Systems, 1068-EP-050) were added to the culture media at a final concentration of 0.5 μg ml^−1^ on day 0 and were supplemented by media changes.

### Quantification of crypt number per organoid

Several random non-overlapping pictures were acquired from each well by using a Zeiss Axio Observer Z1 inverted microscope, and counted manually. Percentage of organoids with 0, 1, 2, 3, or ≥4 buddings were scored from 6 independent cultures for each mouse. There are 3-4 different mice per genotype. Organoids touching the edge of the images were excluded. The number of analyzed organoids is total number per group from one experiment.

### PI staining of organoids

PI staining was performed as described previously [58]. Briefly, the organoids were incubated with 500 nM propidium iodide (Sigma-Aldrich, P4170) in PBS solution at 37 °C for 20 min. The organoids were then washed with PBS and covered with new medium. Images were captured by Zeiss confocal microscope.

### Immunofluorescence

Organoids plated in 4-well chamber slides were fixed in 4% paraformaldehyde (PFA) for 30 min, permeabilized in 0.5% Triton for 20 min and blocked in 2% BSA. Mouse anti-lysozyme (Dako, Copenhagen, Denmark, A009902-2, 1:10000) primary antibody, cleaved caspase-3 (Cell Signaling Technology, Massachusetts, USA, 9664, 1:500) primary antibody, cleaved caspase-8 (Cell Signaling Technology, 8592, 1:500) primary antibody, cleaved caspase-9 (Cell Signaling Technology, 9507, 1:500) primary antibody and donkey anti-rabbit (Thermo Scientific, 1:2000) secondary antibody were used for immunostaining. Organoids were mounted with antifade mounting medium with DAPI (SouthernBiotech, Alabama, USA, 0100-20) for visualization. For EdU incorporation experiments, the intact organoid cultures were subjected to 1 h pre-incubation with EdU in ENR medium before fixing. Cells were stained using a Click-it EDU Imaging kit (Thermo Scientific, C10338), according to the manufacturer’s instructions. Images were acquired using a Zeiss confocal microscope.

### Detection of intracellular ROS, superoxide levels, and oxidative stress

Dihydroethidium (DHE) (Thermo Scientific, D23107), Dihydrorhodamine (DHR) (Thermo Scientific, D23806), and CellROX (Thermo Scientific, C10422) staining were performed using kits according to the manufacturer’s instructions. Briefly, ROS was monitored by staining the organoids with 10 μM DHR for 15 min at 37 °C. Organoids were then washed with PBS and covered with new ENR medium. To monitor intracellular superoxide levels, organoids were incubated with 1 μM DHE for 10 min at 37 °C. Organoids were then washed with PBS and covered with new ENR medium. To measure intracellular oxidative stress, the organoids were treated with 5 μM CellROX for 30 min at 37 °C. Organoids were then washed with PBS and covered with new ENR medium. Images were obtained using a Zeiss confocal microscope.

### Crypt and organoid protein extraction and western blotting

Duodenal crypts were insolated according to O’Rourke et al. [59]. Organoids were washed once with cold PBS and collected in cell recovery solution (Corning, New York, USA, 354253) to remove the matrigel. Duodenal crypts or organoid pellets were homogenized in cold RIPA lysis buffer (Beyotime Biotechnology, China, P0013C) containing proteinase and phosphatase inhibitors (Beyotime Biotechnology) for 10–20 min, sonicated at 4 °C using a Bioruptor® Plus device, mixed with 6×SDS loading buffer and heated at 100 °C for 5 min. Protein concentrations were measured using a Pierce™ BCA Protein Assay Kit (Thermo Scientific, 23225). Western blot analysis was performed using standard techniques [60]. The primary antibodies used were SOD1 (Santa Cruz Biotechnology, Texas, USA, sc-11407, 1:2000), epiregulin (Santa Cruz Biotechnology, sc-376284, 1:500), cleaved caspase-3 (Cell Signaling Technology, 9664, 1:1000), caspase-7 (Cell Signaling Technology, 9492, 1:1000), caspase-8 (Cell Signaling Technology, 4790, 1:1000), cleaved caspase-9 (Cell Signaling Technology, 9507, 1:1000) and β-Actin (Cell Signaling Technology, 4970, 1:1000).

### RNA extraction and qPCR

RNA from the organoids was extracted using the RNeasy Kit (Qiagen, Limburg, Netherlands, 74104) with on-column DNase treatment. cDNA was synthesized using a RETROscript^®^ Reverse Transcription Kit (Thermo Scientific, AM1710). qPCR was performed using PowerUp^™^ SyGreen Mix (Thermo Scientific, A25741). Normalization was done using the housekeeping gene *Hmbs*. *Sod1*-F: 5′-GAGGGTAGCAGATGAGTCTGAG-3′, *Sod1*-R: 5′-GAGTCTTGTTGCTAAGTAGAG-3′;*Lgr5*-F:5′-CCTACTCGAAGACTTACCCAGT-3′, *Lgr5*-R: 5′-GCATTGGGGTGAATGATAGCA-3′;*Lyz*-F:5′-ACTCCTCCTTGCTTTCTGTC-3′, *Lyz*-R: 5′-GTCGGTGCTTCGGTCTC-3′; *Wnt3*-F: 5′-TGGAACTGTACCACCATAGATGAC-3′, *Wnt3*-R: 5′-ACACCAGCCGAGGCGATG-3′; *Hmbs*-F:5′-GATGGGCAACTGTACCTGACTG-3′, *Hmbs*-R: 5′-CTGGGCTCCTCTTGGAATG-3′.

### Lentiviral transduction in organoids

Mouse wild-type *Sod1*, *Sod1*^C58S^, and *Sod1*^C147S^ (kindly provided by Dr. X.F.Steven Zheng) plasmids were cloned into the tet-inducible lentiviral vector pINDUCER20 (Addgene, Massachusetts, USA, 44012). For virus production, the *Sod1* plasmids were co-transfected with psPAX2 (Addgene, 12260), and pMD2.G (Addgene, 12259) into HEK293T cells using FuGENE® 6 Transfection Reagent (Promega, Wisconsin, USA, E2691). Viral supernatants were collected 24 and 48 h after transfection by passage through a 0.45 mm filter, and concentrated with lentivirus concentration solution (OriGene Technologies, Maryland, USA, TR30025) according to the manufacturer’s instructions.

Organoids were dissociated into single cells and transfected with concentrated lentiviruses as described previously [61]. Briefly, concentrated viral supernatants were added to cells in 48-well plates, incubated at 37 °C for 3 h, collected, and reseeded in Matrigel-containing medium. Infected organoids were selected with G418 (Thermo Scientific, 10131035) at 72 h after viral transduction for 2 weeks.

To induce exogenous vector-, wild-type *Sod1*, *Sod1*^C58S^, and *Sod1*^C147S^ expression in *Sod1*-deficient organoids, 1 μg ml^−1^ doxycycline (Sigma-Aldrich, D9891) was added to the culture media on day 0 and supplemented with media changes at 2-day intervals.

### Immunohistochemistry

Dissected intestines were fixed overnight in 4% paraformaldehyde and subsequently embedded in paraffin. Immunohistochemistry (IHC) was carried out according to standard procedures. The following primary antibodies were used for immunostaining: SOD1 (Abcam, Massachusetts, USA, ab16831, 1:500), cleaved caspase-3 (Cell Signaling Technology, 9664, 1:500), Ki-67 (Cell Signaling Technology, 12202, 1:500), OLFM4 (Cell Signaling Technology, 39141, 1:500), lysozyme (Dako, A009902-2, 1:10000) and goat anti-rabbit IgG secondary antibody (Vector Laboratories, DI-1594-1.5, 1:5000). VECTASTAIN Elite ABC HRP Kit (Vector Laboratories, California, USA, PK-6100) and ImmPACT DAB Peroxidase (HRP) Substrate (Vector Laboratories, SK-4105) were used to detect primary antibodies for Immunohistochemistry.

### SOD1 activity assay

SOD1 activity assay was carried out as previously described [62]. Briefly, organoids were harvested in cold PBS, lysed by sonication in phosphate buffer (0.05 M KH2PO4 and K2HPO4, pH 7.8) supplemented with 0.1% Triton X-100, and protease and phosphatase inhibitor cocktails. Organoid proteins (150–200 μg per sample) were loaded in 12% native gel. The native PAGE gels were stained with 2.43 mM nitro blue tetrazolium chloride (Sigma-Aldrich, N6876), 0.14 M riboflavin-5′-phosphate (Sigma-Aldrich, F1392), and 28 mM TEMED (Bio-Rad Laboratories, California, USA, 1610800) for 20 min at room temperature in darkness. To visualize SOD1 activity, gels were rinsed with water twice and placed on a light box for 15–120 min.

### RNA sequencing

Whole crypts were isolated from 9-weeks-old mice for organoid cultures, with three mice per genotype (*Sod1*^*f/f*^ and *Sod1*^*f/f*^*;Vil-creERT2*). Total RNA was isolated from organoids after 3 days of tamoxifen treatment using Rneasy mini plus kit (Qiagen). The concentration and quality of total RNA samples was first assessed using Agilent 2100 Bioanalyzer. A RIN (RNA Integrity Number) of five or higher was required to pass the quality control. Then four hundred nanograms of RNA per sample were used to prepared dual-indexed strand-specific cDNA library using TruSeq RNA Access Library Prep Kit (Illumina). Samples were processed on an Illumina HiSeq 4000 for 2 × 75 bp paired-end sequencing. Analysis of RNA-Seq data was carried out using the following protocol: the sequencing data were first assessed using FastQC (Babraham Bioinformatics, Cambridge, UK) for quality control. Then all sequenced libraries were mapped to the mouse genome (UCSC mm10) using STAR RNA-seq aligner [63]. The reads distribution across the genome was assessed using bamutils (from ngsutils) [64]. Uniquely mapped sequencing reads were assigned to mm10 refGene genes using featureCounts (from subread) [65]. Quality control of sequencing and mapping results was summarized using MultiQC [66]. Genes with read count per million (CPM) > 0.5 in more than 3 of the samples were kept. The data was normalized using TMM (trimmed mean of M values) method. Differential expression analysis was performed using edgeR [67, 68]. False discovery rate (FDR) was computed from *p*-values using the Benjamini-Hochberg procedure. All expression data were deposited in Gene Expression Omnibus (GEO accession number GSE211035).

### Statistical analysis

All data were presented as mean ± SEM and were analyzed using the GraphPad Prism 9 software. Statistical analyses were performed with two-way ANOVA, one-way ANOVA or Student’s *t* test. ^*^P < 0.05 was considered to be statistically significant.

## Supplementary information

Checklist

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Legends for Supplementary Figures

## Data Availability

The authors declare that all the other data supporting the findings of this study are available within the article and its Supplementary Information files and from the corresponding author on request.

# Supplementary material for: Non-enzymatic role of SOD1 in intestinal stem cell growth
**Source:** Cell Death Dis. 2022 Oct 20;13(10):882. doi: 10.1038/s41419-022-05267-w
**Supplement:** Supplementary file 7 — Legends for Supplementary Figures

**Legends for Supplementary Figures**

**Fig. S1 *Sod1* loss increases the number of organoid with PI-positive cells in the epithelial layer.** **A** *Sod1^f/f^* and *Sod1^f/f^;Vil-creERT2* organoids were stained with PI (red) to identify dead cells in the epithelial layer after 5 days of ethonal or tamoxifen induction. **B** Quantification of the percentage of organoids with PI-positive cells in the epithelial layer. Organoids viability was observed by confocal microscopy. Data represent mean ± SEM; n = 6 wells per mouse; n = 4 mice per genotype. All data are representative of three independent experiments. Statistical significances were tested by one-way ANOVA. ^***^*P*<0.001.

**Fig. S2 Inhibition of SOD1 activity does not affect the number of organoid with PI-positive cells in the epithelial layer.** **A** *Sod1^f/f^; Vil-creERT2* organoids were stained by PI (red) to identify dead cells in the epithelial layer after 5 days of 0, 5, 10, 20 μM ATN-224 treatment. **B** Quantification of the percentage of organoids with PI-positive staining in the epithelial layer. Organoids viability was observed by confocal microscopy. Data represent mean ± SEM; n = 6 wells per mouse; n = 4 mice per genotype. All data are representative of three independent experiments. Statistical significances were tested by one-way ANOVA.

**Fig. S3 Antioxidants do not rescue the survival of *Sod1*-deficient organoids.** Quantification of the percentage of dead organoid after the treatment of tamoxifen and antioxidants. *Sod1^f/f^* and *Sod1^f/f^; Vil-creERT2* organoid cultures were induced by tamoxifen and indicated antioxidants (NAC at 1mM and 4mM and MnTBAP at 100μM) simultaneously for 5 days. Data represent mean ± SEM; n = 6 wells per mouse; n = 4 mice per genotype; organoids number counted: n = 460 (*Sod1^f/f^*+TAM), n = 223 (*Sod1^f/f^;Vil-creERT2*+TAM), n = 427 (*Sod1^f/f^*+TAM+NAC1mM), n = 229 (*Sod1^f/f^;Vil-creERT2*+TAM+NAC1mM), n = 444 (*Sod1^f/f^*+TAM+NAC4mM) , n = 246 (*Sod1^f/f^;Vil-creERT2*+TAM+NAC4mM), n = 323 (*Sod1^f/f^*+TAM+MnTBAP100μM), n = 220 (*Sod1^f/f^;Vil-creERT2*+TAM+MnTBAP100μM) organoids per group; one of three experiments. All data are representative of three independent experiments. Statistical significances were tested by two-way ANOVA.

**Fig. S4 *Sod1* deletion in the intestinal epithelium does not affect the crypt-villus architecture and mice body weight. A** H&E staining of *Sod1^f/f^* and *Sod1^f/f^; Vil-creERT2* mice after 24 h post 5 consecutive days of tamoxifen injection. n=4 mice per genotype. **B** Body weight was measured at the indicated time. Initial, initial weight before the first tamoxifen injection; 24 h, the body weight after 24 h post the last tamoxifen injection; 30 days, the body weight after 30 days post the last tamoxifen injection. Normalized body weight was expressed as a percentage of the initial weight. Data represent mean ± SEM; n = 4 mice per genotype. All data are representative of four independent experiments. Statistical significance was tested by two-way ANOVA.

**Fig. S5 Uncropped immunoblots of the different figures. A** The original western blots of Figure 1C, immunoblots of SOD1 with β-actin obtained from small intestinal organoid lysate. **B** The original western blots of Figure 1E, immunoblots of SOD1 with β-actin obtained from small intestinal organoid lysate. **C** The original western blots of Figure 2A, immunoblots of SOD1 obtained from small intestinal organoid lysate. **D** The original western blots of Figure 2E, immunoblots of SOD1 with β-actin obtained from small intestinal organoid lysate. **E** The original western blots of Figure 5C, immunoblots of cleaved caspase-3, pro caspase-7, cleaved caspase-7, pro caspase-8, cleaved caspase-8, cleaved caspase-9, with β-actin obtained from small intestinal crypt tissue lysate. **F** The original western blots of Figure 6A, immunoblots of EREG, SOD1, with β-actin obtained from stromal tissue lysate. **G** The original western blots of Figure 6B, immunoblots of SOD1 with β-actin obtained from small intestinal organoid lysate.

How the deposited data were processed for this re-analysis (not part of the article)

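RNA was measured in intestinal organoids from 3 control (Sod1f/f) and 3 Sod1-deficient (Sod1f/f;Vil-creERT2) mice, all treated with tamoxifen, with 1 library per mouse. The paper states that the mice are separate animals. The authors made the deposited raw counts by aligning reads to mm10 with STAR and assigning uniquely mapped reads to refGene genes with featureCounts. The submitters' processing notes name edgeR 3.12.1. The deposited table also holds the authors' RPKM values, which are counts divided by gene length and by the TMM-scaled library size. The authors' log2 fold changes in the deposited table are Sod1-deficient over control. The authors' linear score beside it, headed fold change, is the fold, with falls written as a negative reciprocal. The deposited p-values and FDR come from the authors' edgeR fit. The RPKM values were not used for any test. The authors had filtered the table before deposit, since each of its 12832 genes has CPM above 0.5 in at least 3 of the 6 libraries.

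From the counts, 12619 genes with CPM above 0.5 in at least 4 libraries were kept, the reading taken of the filter of more than 3 samples in the methods. They were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with genotype as the only term and Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry, and the p-values were adjusted over 27 lists. Levels are TMM-normalized CPM, and log2 differences within a mouse number series use a prior count of 2. The lists, tests and most alternatives were set before the data were examined. Genes named in the text are those the paper names, the 10 rises and 10 falls with the smallest p (since fewer than 20 genes passed), the 15 genes with the smallest p, up to 4 members with the smallest p of each list, and the sex-linked genes. *Esr1*, *Mptx1*, *Cd74* and *Retnlb* were named after their values were seen, and *Defa20* for its shared stretches. Values of 1 gene of Fig. 4A are not reported singly here.

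The total counts were 19215923 to 21977133 per library. The alternatives set beforehand were other scalings (RLE and upper-quartile factors), other tests (DESeq2 1.42.0, edgeR's exact test and limma-voom), other filters, the mouse number series (59 or 61, from the sample titles) as a block, the 61 series alone, and leaving out each library in turn. The paper's methods state that mouse experiments used littermates, without naming which mice were, and no source used here says what the mouse number series stands for. Y-linked genes had 0 counts in the 59 series and were counted in the 61 series, so the series cannot be told apart from sex. Deviations from the genotype means correlated at 0.57 between the 2 libraries of the 59 series and at 0.15 to 0.51 between libraries of different genotypes in the 61 series, and at -0.26 to -0.56 across the series. The common dispersion was 0.0435 without the block and 0.0139 with it. The paper's methods name no block. Pairs of libraries of 1 genotype were checked for duplicates by a chi-square of their counts, which was 9.16 to 119 times its degrees of freedom, so no pair was within sampling noise.

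The tests were tested on simulated counts for the comparison of Sod1-deficient against control, with 200 of 12619 genes changed and the spread of the blocked fit. Without the block, 6.0% of changes of 0.6 log2, 38.0% of those of 1 log2, 62.0% of those of 1.5 log2 and 80.0% of those of 2 log2 were called in the right direction, and 0 unchanged genes were called. With the block these shares were 48.0%, 84.0%, 94.0% and 96.0%, and 25 unchanged genes were called.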

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

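The comparison of scalings in the first pattern, the test of shared reads of the third and all splits of the samples were set before their results were seen, and the other tests of explanations were chosen afterwards.

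p53 target genes, which the paper does not discuss, were higher in Sod1-deficient organoids. All 15 listed targets had a positive log2 fold change, with a median of 1.10 (adjusted p = 5.6e-50 from camera, and 0.027 with an estimated correlation), and none passed edgeR's quasi-likelihood test over all genes, with 14 at an unadjusted p under 0.05 and 14 risen when adjusted over the list alone. With the mouse number series as a block 10 rose, among them *Phlda3* (adjusted p = 0.0021), *Eda2r* (log2 fold change 1.85, adjusted p = 0.028), *Plk2* (1.26, adjusted p = 0.026) and *Zmat3* (1.02, adjusted p = 0.028), with an adjusted p for the list of 0.12 with an estimated correlation, and the count was 2 without control mouse 6180, 1 without control mouse 6181, 4 without Sod1-deficient mouse 6182 and 1 without Sod1-deficient mouse 6186. The comparison of TMM, RLE and upper-quartile factors decides nothing, since a scale factor moves all genes alike and leaves the list's median above that of all genes as it was (by 1.11 at the smallest), but the tables argue against unequal scaling, since in the list's median less that of all genes, per library, the lowest Sod1-deficient library lay 0.74 log2 units above the highest control, and against the mouse number series, since the smaller of the medians within the series was 0.90. The loss of *Sod1* itself stays open, and the CreERT2 transgene with tamoxifen, which may raise these genes without that loss, cannot be told apart from it because 0 libraries carry the transgene with intact *Sod1*.

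*Sod1* mRNA was lower by less than 1 log2 unit, with 66.0% of the control level left in the blocked fit. Mesenchymal, endothelial or immune cells with an intact gene are argued against as the main source of the mRNA left. Of their 25 listed markers 5 were measured, and the highest, *Cd74*, stood at 6.98% of the *Sod1* level of the Sod1-deficient libraries. A marker's level is not a share of cells, and a marker not measured need not be absent, so a smaller part from such cells stays open. Transcripts of the recombined allele counted over the exons left in place, and cells with an intact allele, could each leave 66.0% of the level. Counts summed over the gene cannot tell them apart. The paper reports complete loss of SOD1 protein in organoids by day 3 of tamoxifen by Western blot (Fig. 1C). That loss argues against cells with an intact allele as the main source, as far as the sequenced organoids were like those blotted. Beyond the source of the mRNA, no biological explanation was tested.

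*Mptx1* and *Mptx2*, both mucosal pentraxin genes, differed between libraries of 1 genotype. *Mptx1* had 13, 82 and 2513 counts in the controls and 2735, 2642 and 75 in the Sod1-deficient libraries. The number of Paneth cells is argued against for both genes in the controls, where the range of *Mptx2* was 3.50 log2 units and that of *Mptx1* 7.17 while the highest of the 26 other Paneth cell genes was 1.92, and for *Mptx1* in the Sod1-deficient libraries (5.42, against at most 3.33 in the others). It stays open for *Mptx2* in the Sod1-deficient libraries, where the range of 1.38 lies within those of the others. Reads shared with near-identical genes may add to the pattern, since 10.1% of the 75-base stretches of *Mptx2* transcripts occur in another gene, just above the 10% set beforehand as the bound for leaving this out, and a strain variant at the locus may also give the 7.17 log2 units and cannot be told apart without the sequence of the alleles.

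The enteroendocrine cell list, which the paper does not discuss, had a median log2 fold change of 0.39 over 13 genes, all positive (adjusted p = 5.6e-11 from camera, 0.046 with an estimated correlation, and 0.22 with the block and an estimated correlation). *Esr1* stood at 7.53 CPM in the Sod1-deficient libraries and 0.15 CPM in the controls, with a log2 fold change of 5.61 over all deposited genes in the blocked fit (adjusted p = 0.0017). Its counts may be reads of the CreERT2 transgene rather than of the mouse gene, which was not tested.

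The 10 splits of 6 libraries into 3 against 3 are too few for a share under 0.05. Genes changed numbered 1 in the real split and at most 1 in the others, so that 2 of 10 splits reached it. The p53 target list had a camera p of 2.1e-51 in the real split and at the smallest 3.2e-12 in the others, and the Paneth cell list 2.4e-25 and 1.9e-22, so that 1 of 10 splits reached each. The WNT target list had a p of 0.054 in the real split and 2.8e-05 in another, and 5 of 10 reached the real value. The lists called numbered 7 in the real split and at most 11 in the others, and 5 of 10 reached it. For the WNT target list and for the number of lists, the largest other result came from the split that sets both libraries of the 59 series and control mouse 6181 against the rest, which follows the series, and with the series as a block the real split gave the WNT target list an adjusted p of 0.10 and called 6 lists. In the blocked fit, the 6 splits within the series, also too few, gave 83 genes in the real split and at most 1 in the others, so that 1 of 6 reached it.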

How the results depend on the processing

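The blocked likelihood ratio test, DESeq2 with the block, the blocked counts below and all alternatives for the p53 target list were chosen after seeing the data. The number of genes changed, 1, was 115 by DESeq2, 58 by edgeR's exact test, 2 with CPM above 0.5 in at least 3 samples and with no filter, and 0 with CPM above 5. It was 83 with the mouse number series as a block, 1042 in the 61 series alone and 768 (6.1% of those tested) at an unadjusted p under 0.05. It was 561 by the blocked likelihood ratio test on all deposited genes and 547 by DESeq2 with the block. With 1 library left out the number of genes changed was 0 to 78, the highest without control mouse 5916 and 0 without any other. *Sod1* kept its direction under all alternatives and passed at -0.60 with the block, -0.64 in the 61 series alone, -0.60 by the blocked likelihood ratio test and -0.60 by DESeq2 with the block. *Lyz1* passed at 0.66 and 0.67 by the last pair of tests only. *Wnt3* ran from -0.076 (without control mouse 5916; -0.0064 without Sod1-deficient mouse 6186) to 0.40, *Wnt9b* from -0.063 (without Sod1-deficient mouse 6186; -0.032 without control mouse 5916) to 0.57 and *Lgr5* from -0.31 to 0.064 (without control mouse 5916) with 1 library left out, and *Lgr5* was 0.13 in the 61 series alone. The Paneth cell list and the p53 target list kept their direction and passed when 1 choice was changed at a time, with medians of 0.47 to 0.71 and 0.87 to 1.18, but with the block and an estimated correlation together 0 of the 27 lists passed (adjusted p = 0.22 and 0.12 for these). The WNT target list passed at 0.11 in the 61 series alone and ran from -0.022 (without Sod1-deficient mouse 6186) to 0.19 (without Sod1-deficient mouse 5909), passing also without control mouse 6180 (0.14). The lists called, 7, were 4 with an estimated correlation, 4 by fry, and 7 to 14 with 1 library left out. With 1 library left out, the blocked count of 83 was 1 to 1022, that of Paneth cell genes, 3, was 0 to 6, and that of p53 targets, 10, was 1 to 12, the lowest without a library of the 61 series, and the highest without one of the 59 series. In the blocked fits without a library of the 59 series, the block term fits the library left there. The genotype difference then comes from the 61 series alone. Beyond this, the cause was not tested for any of these. *Fam212b* lost its call without any 1 library but control mouse 5916.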

Differences from the paper's values

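By qPCR, *Sod1* in Sod1-deficient organoids is at about 0 of control in Fig. 4C, read by eye, as the paper's value, and in the RNA-seq counts it was 0.67 of control. Under each of the alternatives set before the data were examined the RNA-seq value also differed, at 0.56 to 0.76 of control. The qPCR reads a stretch between its primers, while the counts are summed over all exons and may include exons left after recombination. These are unlike measures, so the gap does not show that either is wrong. Of the *Sod1* qPCR primers as the paper prints them, the forward primer occurs, as its reverse complement, in *Sod1* transcripts of GENCODE vM21, and the reverse primer occurs in no transcript there, nor does the forward primer of *Lyz*.

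The paper states that *Lyz* and *Wnt3* mRNA were raised after 3 days of tamoxifen by qPCR. Read by eye, the folds in Fig. 4C are 1.9 for *Lyz* and 1.4 for *Wnt3*. The RNA-seq folds, 1.56 for *Lyz1* and 1.12 for *Wnt3*, were not counted as different from these. The RNA-seq p-values are adjusted over all genes, while the qPCR tested single genes, so not passing does not contradict the qPCR. In the RNA-seq libraries *Lyz1* had a log2 fold change of 0.64 (adjusted p = 0.70) and *Wnt3* one of 0.16 (adjusted p = 1.00 from edgeR's quasi-likelihood test). *Lyz1* passed in 2 alternatives chosen after seeing the values, the likelihood ratio test of edgeR with the mouse number series as a block (adjusted p = 0.0014) and DESeq2 with that block (adjusted p = 0.00019), neither of which calls *Wnt3*, and *Wnt3* passed in no alternative run. The legend of Fig. 4C names the gene Wnt3a and the text *Wnt3*.

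The paper states that WNT signaling was high. The listed WNT targets had a median log2 fold change of 0.058 and did not pass camera with all 6 libraries, while the list passed in the 61 series alone (adjusted p = 0.044), without control mouse 6180 (adjusted p = 0.035) and without Sod1-deficient mouse 5909 (adjusted p = 0.00029). These passes are with the preset correlation and no block. With the block, all 6 libraries gave the list an adjusted p of 0.10 from camera.

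The methods keep genes with CPM above 0.5 in more than 3 samples, and the deposited table holds genes that reach it in 3. The methods name no block, and the deposited values equal those of a fit with the mouse number series as a block.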

Other observations

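Enterocyte genes also had higher levels in Sod1-deficient organoids. Of 18 listed genes, 16 had a positive log2 fold change, with a median of 0.52 (adjusted p = 5.5e-16 from camera, and 0.16 with an estimated correlation). None passed edgeR's quasi-likelihood test over all genes, 8 rose and 1 fell when adjusted over the list alone, and 10 higher and 1 lower were at an unadjusted p under 0.05. With the mouse number series as a block 4 rose over all genes, among them *Apoa4*, an apolipoprotein of dietary fat absorption (log2 fold change 1.33, adjusted p = 0.019), *Lct*, the lactase gene (0.94, adjusted p = 0.045), and *Ada*, adenosine deaminase (0.70, adjusted p = 0.035). Of 13 enteroendocrine genes, 3 rose in the blocked fit, among them the hormone genes *Cck* (log2 fold change 0.66, adjusted p = 0.037) and *Gip* (0.54, adjusted p = 0.0499). *Sct* had a log2 fold change of 0.85 and *Sst* one of 0.59, with adjusted p-values of 0.61 for both without the block. *Dmbt1*, a secreted mucosal glycoprotein, fell in the blocked fit (log2 fold change -1.19, adjusted p = 0.019), and *Sulf2*, an extracellular sulfatase, rose (1.08, adjusted p = 0.019).

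All 10 measured genes of the regenerative and YAP target list had positive log2 fold changes, with a median of 0.46 (adjusted p = 2.5e-06 from camera, and 0.19 with an estimated correlation), and 0 passed edgeR's quasi-likelihood test over all genes, with 3 at an unadjusted p under 0.05. *Ereg*, which the paper studies in the stroma of mice, stood at 2.53 ± 0.65 CPM in control and 4.73 ± 0.48 CPM in Sod1-deficient organoids (SD, n = 3 mice each). Its log2 fold change was 0.90 (adjusted p = 0.61 from edgeR's quasi-likelihood test, and 0.16 with the mouse number series as a block). All Sod1-deficient libraries lay above all controls for *Ereg*, and the authors' deposited table gives it an FDR of 0.027. NRF2 targets had a median of -0.0031 and antioxidant enzymes one of 0.052, and neither list passed camera (adjusted p = 0.70 and 0.13). With the mouse number series as a block, 0 NRF2 targets passed, and of the 15 antioxidant enzymes *Prdx5*, a peroxiredoxin, rose over all genes (log2 fold change 0.49, adjusted p = 0.034; 0.50, adjusted p = 0.94 without the block) and 3 rose when adjusted over the list alone. The antioxidant list then had an adjusted p of 0.068 from camera, 0.32 with an estimated correlation and 0.042 from fry. Of 18 proliferation genes 8 had a positive log2 fold change, with a median of -0.035 and a range of -0.51 to 0.13 (adjusted p = 0.39). At an unadjusted p under 0.05 there were 0 higher and 1 lower, in 0 all Sod1-deficient libraries lay above all controls and in 3 below, and with the block 1 fell when adjusted over the list alone. The lowest was *Mki67*, at 579 ± 48.5 CPM in control and 406 ± 80.1 CPM in Sod1-deficient organoids (SD, n = 3 mice each), with a log2 fold change of -0.51 (adjusted p = 0.65, and 0.053 with the block) and an FDR of 9.7e-05 in the authors' deposited table. Of the 18 crypt base columnar stem cell genes 7 had a positive log2 fold change, with a range of -0.49 to 0.53. *Tnfrsf19* had the highest (adjusted p = 0.67), and an FDR of 0.013 in the authors' deposited table, while *Prom1* and *Slc12a2* had -0.32 each (adjusted p = 0.67 and 0.78), with FDRs of 0.051 and 0.0496 there.

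The 2 mouse number series differed in 4475 genes in the blocked fit, 2245 higher and 2230 lower in the 61 series. By their Y-linked genes the series also differ in sex. In the blocked fit *Retnlb*, which encodes a goblet cell protein, fell (log2 fold change -0.82, adjusted p = 0.028). It stood at 0 and 0.054 CPM in the libraries of the 59 series, so the value comes from the 61 series, with 249 and 236 CPM in the controls and 138 and 135 CPM in the Sod1-deficient libraries.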
